# Characterizing defective lipid metabolism in the lateral septum of mice treated with olanzapine: implications for its side effects

**DOI:** 10.3389/fphar.2024.1419098

**Published:** 2024-06-14

**Authors:** Lixuan Huang, Ying Sun, Chao Luo, Wei Wang, Si Shi, Genmin Sun, Peijun Ju, Jianhua Chen

**Keywords:** olanzapine, lateral septum, functional ultrasound imaging, RNA sequencing, WGCNA

## Abstract

Schizophrenia significantly impacts cognitive and behavioral functions and is primarily treated with second-generation antipsychotics (SGAs) such as olanzapine. Despite their efficacy, these drugs are linked to serious metabolic side effects which can diminish patient compliance, worsen psychiatric symptoms and increase cardiovascular disease risk. This study explores the hypothesis that SGAs affect the molecular determinants of synaptic plasticity and brain activity, particularly focusing on the lateral septum (LS) and its interactions within hypothalamic circuits that regulate feeding and energy expenditure. Utilizing functional ultrasound imaging, RNA sequencing, and weighted gene co-expression network analysis, we identified significant alterations in the functional connection between the hypothalamus and LS, along with changes in gene expression in the LS of mice following prolonged olanzapine exposure. Our analysis revealed a module closely linked to increases in body weight and adiposity, featuring genes primarily involved in lipid metabolism pathways, notably *Apoa1*, *Apoc3*, and *Apoh*. These findings suggest that olanzapine may influence body weight and adiposity through its impact on lipid metabolism-related genes in the LS. Therefore, the neural circuits connecting the LS and LH, along with the accompanying alterations in lipid metabolism, are likely crucial factors contributing to the weight gain and metabolic side effects associated with olanzapine treatment.

## 1 Introduction

Schizophrenia is a debilitating mental disorder that emerges in early adulthood and significantly impairs cognitive and behavioral functions (Solmi et al., 2023). According to current clinical guidelines, the treatment regimen primarily includes second-generation antipsychotics (SGAs) such as olanzapine, clozapine, and risperidone. Although SGAs represent a cornerstone in schizophrenia management, their usage is marred by significant metabolic side effects. These include weight gain, dyslipidemia, and insulin resistance. These effects further diminish patient compliance, exacerbate psychiatric symptoms, and heighten the risk of cardiovascular diseases and mortality (Correll et al., 2014; Vancampfort et al., 2015; Hirsch et al., 2017; Vantaggiato et al., 2019). Peripheral metabolic abnormalities have recently been recognized to be regulated by the central nervous system (Myers and Olson, 2012; Ruud et al., 2017; Seicol et al., 2019; Shen et al., 2024). The possibility that these atypical antipsychotic drugs may influence the molecular determinants of synaptic plasticity and brain activity while exerting their therapeutic effects also affects the central response to the side effects of these drugs (Ibi et al., 2017; de Bartolomeis et al., 2022). Current understanding of the adverse effects induced by olanzapine indicates a complex interplay among brain activity, particularly involving the hypothalamic area and its interaction with other brain regions, though these mechanisms necessitate further clarification (Martins et al., 2010; Stanley et al., 2010; Chen et al., 2022; Huang et al., 2022; Fang et al., 2023; Meng et al., 2023). It is highly worthwhile to explore the changes in central network functional connectivity corresponding to the induction of peripheral obesity and metabolic side effects by olanzapine.

Currently, it is known from a sample of patients with schizophrenia that olanzapine can modulate long- and short-range functional connectivity in the resting brain (Guo et al., 2017). The regulation of metabolism is intricate, extending beyond isolated brain regions to encompass complex neural circuits. The hypothalamic neurocircuits have garnered lots of attention. The hypothalamic neurocircuits, extensively researched and crucial for central regulation of feeding and energy expenditure, are intricately linked to the mesolimbic reward system, governing the hedonic aspects of food consumption and weight gain (Timper and Brüning, 2017). Brain areas such as the lateral hypothalamus (LH), lateral septum (LS), ventral tegmental area (VTA), and nucleus accumbens (NAcc) have been implicated in the homeostatic and hedonic control of feeding in experimental models of diet-induced obesity (Marcos et al., 2023). Among them, the LSv functions as a most important node in mediating melanocortin action on body-weight regulation. It is known that such as the LS region, suggests a more comprehensive system of metabolic control (Terrill et al., 2016; Terrill et al., 2018; Calderwood et al., 2022; Gabriella et al., 2022). The LS influences feeding behavior, aggression, food seeking, and stress responses, with emerging evidence pointing to its involvement in weight regulation through hypothalamus-LS circuit and its potential susceptibility to SGA effects (Wong et al., 2016; Carus-Cadavieco et al., 2017; Xu et al., 2023b; Wang et al., 2023). Therefore, exploring the involvement of LS in central side effects of Olanzapine is of significant importance.

Our study aims to elucidate the intricate and long-term metabolic effects of olanzapine, with a specific focus on the LS region in mediating these effects. We propose that olanzapine exerts its influence on metabolic function and weight regulation by modulating the LS area, thereby contributing to the adverse metabolic outcomes observed in schizophrenia treatment. Employing advanced methodologies such as functional ultrasound imaging (fUS) to investigate LS-hypothalamus connectivity, and utilizing RNA sequencing combined with weighted gene co-expression network analysis (WGCNA) (Zhang and Wong, 2022), our investigation explores the genetic landscape altered by olanzapine in the LS region. Our results demonstrate that prolonged exposure to olanzapine disrupts LS-hypothalamus connectivity and alters gene expression associated with lipid metabolism in the LS region, highlighting the involvement of key genes such as *Apoa1*, *Apoc3*, and *Apoh* in these processes. By elucidating the central role of olanzapine in modulating LS-hypothalamus dynamics and gene expression patterns related to lipid metabolism, our findings not only enhance understanding of SGA-induced metabolic disturbances but also lay the groundwork for potential therapeutic interventions aimed at mitigating these side effects.

## 2 Materials and methods

### 2.1 Study design

This research aimed to elucidate the role of olanzapine in inducing weight gain and related metabolic dysfunctions, with a particular focus on its impact on the LS region of the brain. Using a mouse model to replicate the side effects of antipsychotic drugs observed in humans, we specifically focused on female mice due to their distinct response to olanzapine, as highlighted in previous research. Retrospective clinical studies have identified the female gender as a predictor for antipsychotic-induced weight gain with atypical antipsychotics (Gebhardt et al., 2009). Animal studies have also shown that female rats experience more significant weight changes after long-term olanzapine use compared to male rats (Choi et al., 2007). Age-matched female mice were randomized into two groups (n = 15 per group) to receive either an olanzapine-supplemented diet or a standard chow diet. Body weight was monitored weekly as a measure of olanzapine’s effects, with the aim of minimizing animal stress. The study duration was 12 weeks, with a significant weight gain checkpoint at 8 weeks. At the end of the treatment, we randomly selected nine mice from each group for body composition measurement, serum lipoprotein analysis and scRNA-seq, while the remaining six underwent fUS scanning. LS brain regions in this cohort of mice were used to validate the results of scRNA-seq.

### 2.2 Animals

All animal experimental protocols were approved by the Institutional Animal Care and Use Committee of Shanghai Mental Health Center. Mice were housed in an SPF-grade experimental animal room under standard laboratory conditions (12-h on/off; lights on at 7:00 a.m.) in a temperature-controlled environment with food and water available *ad libitum*. Female C57BL/6 mice were obtained from Gempharmatech Co., Ltd (Nanjing, China) at about 8 weeks of age.

### 2.3 Animal treatment

After 1 week of acclimation in the animal room, female mice were placed either on control chow diet (maintenance feed) or olanzapine (PHR 1825, Merck, Germany) diet (50 mg/kg in maintenance feed). Olanzapine dosage referenced from previous literature maintains effective blood level (Morgan et al., 2014). Feed for the mice was customized and purchased from Jiangsu Xietong Pharmaceutical Bio-engineering Co., Ltd. (Nanjing, China). Body weight was monitored on each Friday morning. Feeding was continued for 12 weeks.

### 2.4 Preparation for fUS

fUS preparation is implemented with reference to previous literature (Brunner et al., 2021). Mice designated for fUS testing underwent a preparatory procedure that began with anesthesia, using isoflurane for both induction (3%) and maintenance (1%) to ensure minimal discomfort. Following anesthesia, the scalp was carefully removed, and tissues were cleared to fully expose the cranial surface. A custom stainless steel head locator was then securely attached to the skull using dental adhesive to facilitate precise positioning during fUS testing. The skull’s surface was meticulously thinned using a specialized cranial drill and grinder. Care was taken to avoid any abrasion to the skull, ensuring the integrity of the cranial structure was maintained. After the cranial preparation, an ultrasound coupling agent was applied to keep the skull moist, followed by a protective covering of dental silicone light body. Mice were given a 3-day recovery period post-surgery, during which they received careful monitoring and pain management as needed. To acclimatize the mice to the fUS assay setup, they were placed in a fixation frame for 1 h daily. This step was critical to reduce stress and ensure accurate and consistent fUS measurements.

### 2.5 fUS procedures

We utilized a fUS scanning protocol based on established methodologies as detailed in prior studies (Grohs-Metz et al., 2022). The imaging was conducted using specialized small animal fUS equipment provided by Iconeus (Paris, France), which included a linear ultrasonic probe (15 MHz central frequency) with 128 piezoelectric transducers. This probe was integrated with the ultrafast Iconeus One ultrasound scanner (128 channels), facilitating the emission and reception of ultrasonic plane waves, as well as the processing of the resulting Power Doppler signals. The clutter filtering technique applied for the isolation of blood signals was performed via spatiotemporal singular value decomposition, a method thoroughly documented in the literature. The compiled fUS images were derived from 200 compounded ultrafast frames, acquired at a rate of 500 Hz. Each frame aggregated the ultrasonic echoes from a series of 11 tilted plane waves (ranging from −10 to 10°, with 2-degree intervals) emitted at a pulse repetition frequency of 5,500 Hz. The final image sequence was produced at a frame rate of 2.5 Hz, translating to one Power Doppler image every 400 milliseconds, and featured a spatial resolution of 100 × 100 × 400 μm. For the scanning procedure, once the animals were secured and their scalps prepared and treated with isotonic coupling gel, the ultrasonic probe was positioned approximately 1 mm above the scalp to ensure full immersion in the gel. The probe’s location was determined using Iconeus Studio software to target an oblique plane, which encompassed the neuroanatomical regions of interest (ROIs) associated with the LS and hypothalamus. 20 min of Power Doppler images were captured for each session. The initial 15 min served as an acclimatization period to calm the mice, followed by a 5-min official recording phase utilized for the analysis.

### 2.6 Tissue harvesting and body composition measurement

Mice were terminally anesthetized with isoflurane and 1% chloralhydrate. After anesthesia, 200ul blood samples were collected from the mice by orbital blood sampling. LS tissues were micro-dissected under a surgical microscope and then flash-frozen in liquid nitrogen. The rest of body were stored on ice and send to get body composition measurement. Fat and lean mass of mice body were detected using an EchoMRI-100H Body Composition Analyzer (EchoMRI, USA) with EchoMRI 2016 software.

### 2.7 Serum processing and lipid profiling

The serum was separated by centrifugation at 900 *g* for 5 min at 4°C using a Centrifuge 5430 R (Eppendorf, Germany), 1 hour after blood collection. Total cholesterol (TC), triglycerides (TG), high-density lipoprotein cholesterol (HDL-C), and low-density lipoprotein cholesterol (LDL-C) levels were quantified using enzyme-linked immunosorbent assay (ELISA) kits (Nanjing Jiancheng Bioengineering Institute), following the manufacturer’s instructions.

### 2.8 RNA isolation and library preparation

Due to the small size of the LS region, samples from each three mice were pooled to ensure sufficient RNA volume for sequencing, addressing the challenge of low tissue yield. Total RNA extraction from pooled LS regions used TRIzol reagent (Invitrogen, CA, USA), with purity and concentration verified by NanoDrop 2000 (Thermo Scientific, USA). RNA integrity was assessed with an Agilent 2,100 Bioanalyzer. The VAHTS universal V6 RNA-seq Library Prep Kit was utilized for library construction, with OE Biotech Co., Ltd. (Shanghai, China) performing transcriptome sequencing and analysis.

### 2.9 RNA-seq and differentially expressed genes analysis

The sequencing of libraries was carried out on an Illumina NovaSeq 6,000 platform, producing 150 bp paired-end reads. Each sample yielded approximately 51.74 million raw reads. These raw reads, in FASTQ format, were initially processed with fastp (Chen et al., 2018) to remove low-quality reads, resulting in clean reads. Subsequently, around 48.78 million clean reads per sample were obtained for further analysis. Mapping of clean reads to the reference genome was conducted using HISAT2(Kim et al., 2015), followed by the calculation of the fragments per kilobase of transcript per million mapped reads (FPKM) (Roberts et al., 2011) for each gene. Gene read counts were determined using HTSeq-count (Anders et al., 2015). To assess the replicability of biological samples, PCA (Principal Component Analysis) was carried out using R (version 3.2.0). Differential gene expression analysis was executed using DESeq2 (Love et al., 2014), with a Q value of <0.05 and a fold change >2 or <0.5 as criteria for significant differential expression. Hierarchical clustering analysis of differentially expressed genes (DEGs) was conducted in R to illustrate the gene expression patterns across various groups and samples. Enrichment analyses for Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the DEGs were performed based on the hypergeometric distribution, using R to identify significantly enriched terms. R was also employed to generate column diagrams, chord diagrams, and bubble diagrams to visually represent the significant enrichment terms.

### 2.10 WGCNA of RNA-seq data

WGCNA was conducted utilizing the FPKM expression dataset with the WGCNA package in R (Langfelder and Horvath, 2008). Genes exhibiting variance values exceeding 25% were excluded, resulting in a selection of genes with high expression levels for further analysis. Module identification was achieved through the application of a tree-cutting algorithm. Traits such as weight gain, TC, TG, HDL-C, LDL-C, fat mass, and lean mass were incorporated as diagnostic markers for assessing weight and metabolic changes. These traits facilitated the correlation analysis with identified gene modules. Functional annotation of the modules was performed using the org. Hs.e.g.,.db annotation package. Enrichment analyses for GO and KEGG pathways were executed employing the clusterProfiler package in R (Yu et al., 2012), providing insights into the biological functions and pathways associated with the genes within the significant modules.

### 2.11 Identify the known targets of olanzapine

To identify the known gene targets of olanzapine, we utilized the GeneCards database^1^. GeneCards serves as an exhaustive, searchable repository that amalgamates information from approximately 150 gene-centric databases. It encompasses a wide array of functional data essential for the annotation and prediction of human genes, alongside comprehensive genomics, transcriptomics, and proteomics data. The search for relevant gene targets was conducted by entering “olanzapine” as the keyword, facilitating a targeted exploration of the database’s extensive resources.

### 2.12 Protein-protein interaction (PPI) network construction and analysis

For the purpose of delineating the PPI network encompassing both the modules and the overlapping targets between these modules and the established targets of olanzapine, we engaged the STRING database^2^. This database is renowned for its comprehensive compilation of PPI data, derived from both empirical research and computational predictions. Within this framework, the confidence level of each interaction is quantitatively expressed through a score, which spans from 0 to 1, facilitating a nuanced assessment of interaction reliability. Subsequently, genes common to both the modules of interest and the known targets of olanzapine were imported into the analysis. The raw PPI network data thus obtained was then transferred to Cytoscape 3.10.1 for further examination. Utilizing the topological parameter known as “degree,” we conducted an analysis to discern the central targets within the network. These targets, ranked according to their degree values, were then extracted to construct a focused visualization of the PPI network. This visualization highlighted the central targets, thereby offering a refined view of the main PPI network and elucidating potential key players in the biological processes influenced by olanzapine.

### 2.13 Quantitative reverse transcription polymerase chain reaction (qRT-PCR)

The LS tissues were processed using a rotor–stator homogenizer for disruption and homogenization. Total RNA was extracted from the frozen, dissected LS tissues employing the phenol-chloroform extraction method. We converted 400 ng of total RNA into complementary DNA (cDNA) utilizing the RevertAid First Strand cDNA Synthesis Kit (91255466, Thermo Fisher Scientific, USA). The relative mRNA expression levels of Actin, Apoa1, Apoc3, and Apoh were quantified through qRT-PCR, employing TB Green Premix Ex Taq II (AMG1484A, Takara Bio, Japan). The fluorescence of TB Green was detected and analyzed using the LightCycler480 system (Roche Diagnostics, Switzerland). Gene expression was normalized against the expression of mouse Actin mRNA. The 2^(−ΔΔCt) method was utilized for the relative quantification of gene expression, with results presented as log (2^(−ΔΔCt)). Primer sequences used in the analysis were as follows: *Actin* forward: GCT​CTT​TTC​CAG​CCT​TCC​TT, *Actin* reverse: TGA​TCC​ACA​TCT​GCT​GGA​AG, *Apoa1* forward: GGC​AGA​GAC​TAT​GTG​TCC​CAG​TT, *Apoa1* reverse: CCC​AGT​TTT​CCA​GGA​GAT​TCA​G, *Apoc3* forward: CAT​CTG​CCC​GAG​CTG​AAG​A, *Apoc3* reverse: GCT​TGT​TCC​ATG​TAG​CCC​TGT​AC, *Apoh* forward: GCA​GAG​ATG​GCA​CTA​TCG​AGA​TTC​C, *Apoh* reverse: CGA​CTT​CAG​CAC​GGT​GTC​AGT​TC.

### 2.14 fUS data processing

Temporal Power Doppler signals were extracted from ROIs defined using the Allen Mouse Brain Common Coordinate Framework (Wang et al., 2020), with alignment to individual animals and imaging sessions, as detailed in prior studies (Nouhoum et al., 2021). Signals from all voxels within an ROI were normalized and then detrended using a fourth-order polynomial to mitigate low-frequency drifts. Subsequently, a low pass filter with a cutoff at 0.1 Hz was applied to retain only the frequencies relevant to resting-state functional connectivity. Connectivity matrices were constructed by calculating the Pearson product-moment correlation coefficients between ROI pairs. For comparative analysis of functional connectivity among different brain regions, Pearson’s r-values underwent Fisher’s z transformation for normalization, followed by subsequent statistical evaluation.

### 2.15 Statistical analysis

Data analysis and visualization were performed using GraphPad Prism eight software (GraphPad Software, USA). Results are presented as mean ± standard deviation (SD). Two-way ANOVA followed by Sidak’s multiple comparisons test was utilized for repeated measures such as weight gain. The Geisser-Greenhouse correction was applied to ensure variance homogeneity. The Shapiro-Wilk test was employed to verify data distribution normality, and variance homogeneity was assessed via the F-test. Variables that followed a normal distribution and exhibited homogeneity of variances were analyzed using the independent samples t-test, while the Mann-Whitney U test was used for variables that did not conform to normal distribution. When variance homogeneity was not achieved, Welch’s correction was applied. Statistical significance was determined by a two-tailed test with a significance threshold set at *p* < 0.05.

## 3 Results

### 3.1 Screening for specific brain functional connectivity associated with obesity in mice treated with olanzapine

At the outset, the study groups were comparable in terms of body weight. However, over the course of the 8-week observation period, mice treated with olanzapine experienced a significantly greater increase in body weight, culminating in consistently higher body weights than those of the control group by the study’s conclusion (Figures 1A, B). The administration of olanzapine was distinctly linked to an accelerated average body weight gain, markedly exceeding that observed in the control group.

**FIGURE 1:**
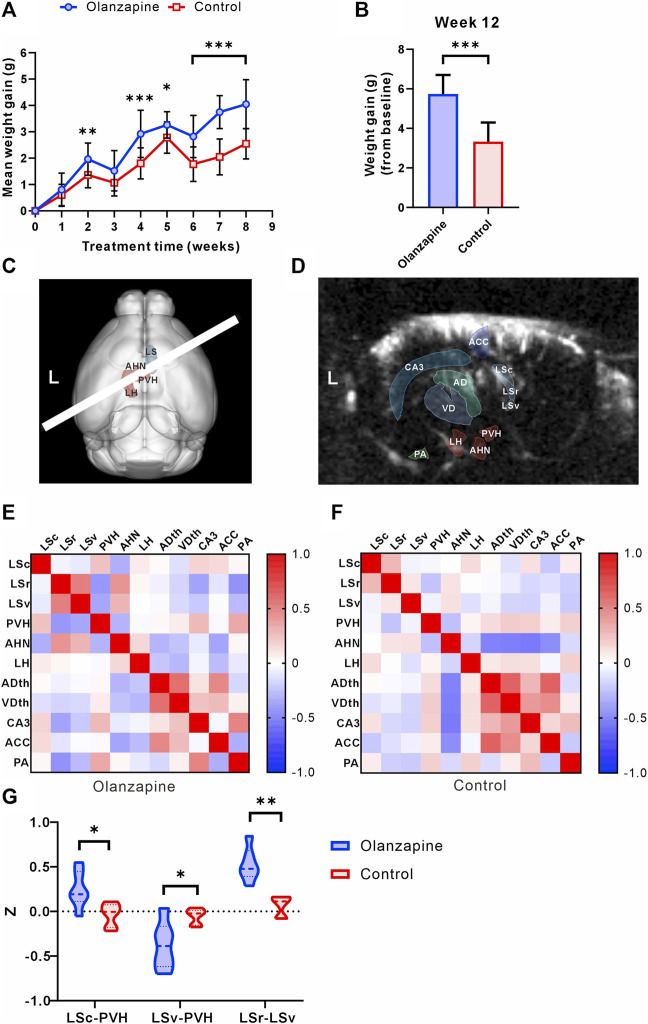
Results of statistical analysis for weight gain and functional connectivity changes between two groups. **(A)** Body weight gain of mice from olanzapine group (Olanzapine) and control group (Control) during first 8 weeks of treatment. N = 15 per group. Sidak’s multiple comparisons test after Geisser-Greenhouse correction. **(B)** Body weight gain measured at the end of 12 weeks treatment. N = 15 per group. Unpaired t-test. F = 1.004, *p* < 0.001, R^2^ = 0.6266, t = 6.854, degrees of freedom (df) = 28. **(C)** 3D registration enabled linear probe positioning (white bar) through the LS (red region) and hypothalamus (cyan region). **(D)** Anatomical delineations derived from the Allen Common Coordinate Framework overlaid on a representative fUS Doppler image show coverage of ROIs. **(E)** Heatmap of Pearson correlation coefficient between selected ROIs in olanzapine group. **(F)** Heatmap of Pearson correlation coefficient between selected ROIs in control group. **(G)** Differences in functional connectivity z-values between olanzapine and control groups for LSc-PVH (Unpaired t-test, F = 2.637, *p* = 0.0192, R^2^ = 0.4370, t = 2.786, df = 10), LSv-PVH (Welch’s t-test, F = 9.488, *p* = 0.0309, R^2^ = 0.5468, t = 2.800, df = 6.042) and LSc-LSv (Mann-Whitney U test, *p* = 0.0022). N = 6 per group. The data are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001. LSc lateral septum caudal part, LSr lateral septum rostral part, LSv lateral septum ventral part, LH lateral hypothalamic area, AHN anterior hypothalamic nucleus, PVH paraventricular hypothalamic nucleus, ACC anterior cingulate cortex, CA3 hippocampal CA3 region, ADth anterior group of the dorsal thalamus, VDth ventral group of the dorsal thalamus, PA posterior amygdala nucleus.

To investigate the central abnormalities induced by olanzapine-induced obesity, we first used fUS to screen for resting-state functional connectivity in various brain regions. We found that awake fUS analyses offered deeper insights, where we delineated the LS into its caudal (LSc), rostral (LSr), and ventral (LSv) parts following the Allen Mouse Brain Common Coordinate Framework. We investigated the functional connectivity with key hypothalamic regions: the lateral hypothalamic area (LH), the anterior hypothalamic nucleus (AHN), and the paraventricular nucleus (PVH) (Figure 1C). In addition, for a broader perspective, we contrasted LS connectivity with other salient brain regions captured within the same fUS scan slice, such as the Anterior cingulate cortex (ACC), the hippocampal CA3 region (CA3), the Anterior group of the dorsal thalamus (ADth), the Ventral group of the dorsal thalamus (VDth), and the Posterior amygdalar nucleus (PA) (Figure 1D). Our analyses revealed group-dependent variations in these connectivities (Figures 1E, F), notably an increase in the functional connectivity z of LSc-PVH in the olanzapine group, while the z of LSv-PVH was significantly reduced. Our study further revealed that olanzapine’s influence extends beyond LS-hypothalamic functional connectivity; it also modulates the functional interplay within the LS brain regions themselves. Specifically, we observed a significant enhancement in the functional connectivity between LSc and LSv in the group treated with olanzapine (Figure 1G). These findings indicate that chronic olanzapine administration modulates LS-hypothalamic functional connectivity.

Given the significant impact of olanzapine on both body weight gain and functional connectivity, particularly involving the LS and hypothalamus, our findings pave the way for deeper investigations into the LS’s role in mediating these effects. The substantial correlation between functional connectivity changes and weight gain underscores the necessity of further detailed analyses of the LS to uncover the underlying mechanisms of olanzapine’s metabolic side effects.

### 3.2 Body composition and biochemical parameters of mice

Building on our findings regarding body weight and functional connectivity, we delved deeper into the metabolic implications of olanzapine treatment by assessing changes in body composition and lipid metabolism. Utilizing EchoMRI, we observed marked alterations in body composition among olanzapine-treated mice. Specifically, these mice exhibited a significant increase in both the absolute fat mass and its proportion of the total body mass. Interestingly, while absolute lean mass was higher in the olanzapine group, its proportion relative to total body mass was significantly diminished, highlighting the distinct impact of olanzapine on body composition (Figures 2A–C).

**FIGURE 2:**
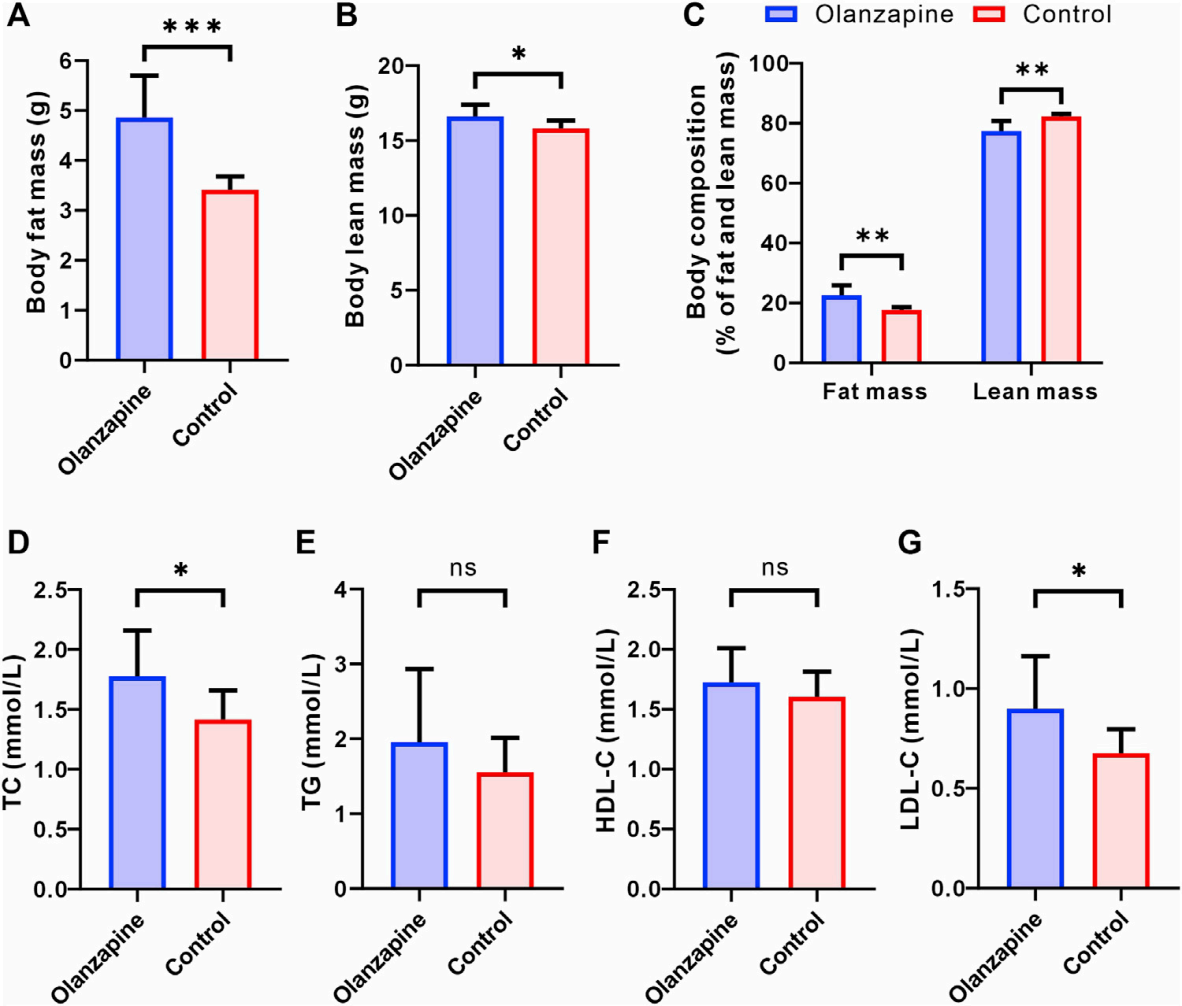
Results of statistical analysis for body composition and serum lipoprotein levels between two groups. N = 9 per group. **(A)** Body fat mass of mice after removal of the head. Welch’s t-test, F = 9.525, *p* = 0.0006, R^2^ = 0.7170, t = 4.948, df = 9.662. **(B)** Body lean mass of mice after removal of the head. Unpaired t-test. F = 2.128, *p* = 0.0214, R^2^ = 0.2890, t = 2.550, df = 16. **(C)** Body composition of mice after removal of the head. Welch’s t-test, F = 14.50, *p* = 0.0023, R^2^ = 0.6577, t = 4.181, df = 9.098. **(D)** Serum TC level measured at the end of 12 weeks treatment. Unpaired t-test. F = 2.503, *p* = 0.0295, R^2^ = 0.2632, t = 2.391, df = 16. **(E)** Serum TG level measured at the end of 12 weeks treatment. Welch’s t-test, F = 4.608, *p* = 0.2912, R^2^ = 0.0977, t = 1.107, df = 11.32. **(F)** Serum HDL-C level measured at the end of 12 weeks treatment. Unpaired t-test. F = 1.849, *p* = 0.3219, R^2^ = 0.0613, t = 1.022, df = 16. **(G)** Serum LDL-C level measured at the end of 12 weeks treatment. Welch’s t-test, F = 4.841, *p* = 0.0414, R^2^ = 0.3221, t = 2.304, df = 11.17. The data are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

Serum lipid profile analysis further elucidated olanzapine’s metabolic effects. By the study’s conclusion, olanzapine administration had notably elevated TC and LDL-C levels, signaling a shift towards less favorable lipid metabolism (Figures 2D, G). Contrarily, levels of TG and HDL-C did not show significant differences between the olanzapine and control groups (Figures 2E, F).

These combined results not only corroborate the significant influence of olanzapine on body weight and functional brain connectivity but also reveal its profound effects on body composition and lipid profiles. The notable increase in fat accumulation and adverse shifts in lipid metabolism underscore the comprehensive metabolic alterations induced by olanzapine treatment. Such findings underscore the critical need for further detailed exploration of the LS area to uncover the mechanistic pathways through which olanzapine exerts these multifaceted metabolic effects.

### 3.3 RNA-seq analysis of the LS region

To elucidate the impact of olanzapine on metabolic side effects, including weight gain, within the LS area, we performed RNA-seq analysis on samples from two groups of mice. 

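Septal tissue of female mice was collected after 12 weeks on a diet with olanzapine at 50 mg per kg of feed or on a control diet. Each library was made from a pool of 3 mice, and 3 pools per group were sequenced, so n = 3 pools per group throughout. The authors trimmed the paired-end reads with fastp, aligned them with HISAT2 and counted them per gene with HTSeq-count. They deposited the counts and the FPKM of 35415 genes in all 6 libraries. The counts on genes summed to 39868872, 39773764 and 39406866 in control pools 1 to 3, and to 38433371, 38208153 and 38767373 in olanzapine pools 1 to 3. These totals were 81.1%, 81.4% and 81.6% of the clean reads that the paper reports for the control pools, and 79.4%, 79.7% and 77.5% of those for the olanzapine pools. The values below rest on the counts, not on the clean reads.
The counts were tested with edgeR's quasi-likelihood method after TMM normalization, with the group as the only term. The 17255 genes that passed edgeR's filterByExpr rule, at a minimum count of 10, were tested. A gene was called a DEG when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 fold change was above 1 or below -1, the fold change limits of the paper. Normalized counts are given as mean ± SD over the 3 pools of a group, and a positive log2 fold change means a higher level in the olanzapine pools. The SD describes pools of mice, so the spread between single mice is not known. For a gene with at most 3 counts in every control pool, only a lower bound of the fold change against that floor is given. Genes with near-identical copies, such as those of the Serpina1, Serpina3, Mup and cytochrome P450 families, have uncertain counts, because reads that match several copies can be dropped or split in counting. The strand of the reads is not stated, so overlapping antisense genes are uncertain too. In a principal component analysis, the component with the most variance (36.8%) separated the 3 control pools from the 3 olanzapine pools.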

Our goal was to identify differentially expressed genes (DEGs) associated with the metabolic phenotypes induced by olanzapine treatment.

Employing a rigorous data processing and analysis workflow, we obtained between 50.22 and 54.81 million raw reads per sample. Quality filtering preserved approximately 47.96–50.04 million clean reads for each sample. Successful alignment with the reference genome was achieved, demonstrating a mapping rate of 98.16%–98.31%, which enabled the calculation of FPKM values for 35,415 genes. A stringent selection criterion—Q value <0.05 and a fold change >2 or <0.5—facilitated the identification of 735 significantly DEGs.

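Both thresholds were passed by 174 of the 17255 genes tested. At an adjusted p under 0.05 without a limit on the fold change, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 401 genes, and 3035 genes had an unadjusted p under 0.05. In all 174 DEGs the counts of the 3 olanzapine pools lay entirely above or entirely below those of the 3 control pools. Such a separation was seen for 24.3% of all tested genes, against 10% by chance, with 2303 genes above and 1898 below. The choice that moved the number of DEGs most was the threshold. With DESeq2 and an unadjusted p in place of an adjusted p, 583 genes were higher and 142 lower.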

Among these, 593 genes were found to be upregulated, and 142 genes downregulated in the olanzapine group compared to controls (Figure 3A). 

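Of the 174 DEGs from the counts, 164 were higher and 10 were lower in the olanzapine pools. Among DEGs with a mean of at least 50 counts over the 6 pools, the largest rises were in Apoa4, Apob, Serpina3m, Fgb and Serpina1e. The normalized count of Apoa4 was 4.63 ± 3.19 (SD, n = 3 pools) in the control group and 459 ± 60.6 (SD, n = 3) in the olanzapine group, and its log2 fold change was 6.59 with a standard error of 0.39 (adjusted p = 0.000301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fgb rose from 28.5 to 928 normalized counts, a log2 fold change of 5.02. The falls were smaller. Among DEGs with the same mean count, the largest were in Corin, with a log2 fold change of -1.45, Duox2 (-1.44), Trim56 (-1.32), Dthd1 (-1.22) and D830031N03Rik (-1.18). The normalized count of Corin was 141 ± 19.8 (SD, n = 3) in the control group and 51.5 ± 15.2 (SD, n = 3) in the olanzapine group (adjusted p = 0.0416, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Corin lost its call in 5 of the 6 fits that each left out 1 pool.
Several genes labelled in Figure 3A lay at the floor in the control pools. Cyp3a25 was at least 7.02-fold higher, Igfbp1 at least 9.61-fold, Itih1 at least 11.9-fold and C4bp at least 12.4-fold. Nxnl2 had 6, 10 and 17 counts in the control pools and 0, 0 and 1 in the olanzapine pools, too few to pass the filter. With 1 pool left out at a time, the number of higher genes ranged from 85 without control replicate 2, or without olanzapine replicate 3, to 158 without olanzapine replicate 1. The number of lower genes ranged from 0 without control replicate 1 or 2 to 18 without olanzapine replicate 1.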

Subsequent pathway enrichment analysis of these DEGs revealed notable findings. 

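Cholesterol efflux is the export of cholesterol from cells to lipoproteins. The paper's table of DEGs lists the annotation terms of each gene, and the copy used here holds 698 of its 735 genes with shortened lists of terms, so the genes named for a term need not be all of its members. Among those annotated with cholesterol efflux, Apoc1 rose from 111 ± 23.98 (SD, n = 3 pools) to 279 ± 46.4 (SD, n = 3) normalized counts, a log2 fold change of 1.33 with a standard error of 0.22 (adjusted p = 0.0237, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apof had 2, 2 and 1 counts in the control pools and 31, 58 and 32 in the olanzapine pools, at least 13.6-fold higher. Apom, with the same term, had an adjusted p of 0.0602 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and was not called, and Soat2 had too few counts to be tested. For lipoprotein metabolic process the copy shows Npc1l1, which rose by 1.19 on the log2 scale with an adjusted p of 0.199 from the same test and was not called.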

GO analysis indicated significant enrichment in biological processes such as lipoprotein metabolic processes and cholesterol efflux. Cellular component analysis highlighted enrichment in entities like high-density lipoprotein particle, very-low-density lipoprotein particle, and chylomicron. Furthermore, molecular function analysis pointed to an enrichment in functions including monooxygenase activity, aromatase activity, and arachidonic acid epoxygenase activity (Figure 3B). 

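Among the genes annotated with these particles in the copy of the paper's table, Apoc4 had 1, 1 and 0 counts in the control pools and 19, 37 and 18 in the olanzapine pools, at least 8.31-fold higher (adjusted p = 0.0213, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The serum amyloid genes Saa1, Saa2 and Saa4 were higher too, with log2 fold changes of 2.87, 2.74 and 3.10, but their adjusted p values of 0.0930, 0.0679 and 0.0588 from the same test lay above the threshold. No gene of the copy carried the term chylomicron in the part of the list that was legible.
The apolipoprotein family as a whole was taken from the gene symbols. Of its 31 listed members, 20 could be tested, and 11 were called higher and 0 lower. Adjusted over the list alone, 12 were called. The median log2 fold change of the 20 genes was 2.34, also with genes at the floor set to their bound, and 16 of the 20 were higher. The 3 olanzapine pools lay above the 3 control pools in 12 of them, where chance gives non-overlap, above or below, for 10%. The set test camera gave an adjusted p of 1.11e-34 at its preset correlation, and fry gave 0.00118. The members with the highest counts did not change. Apoe had 96246 ± 7651 (SD, n = 3) normalized counts in the control group and 95207 ± 11185 (SD, n = 3) in the olanzapine group, a log2 fold change of -0.02, which turned to just above 0 on the log2 FPKM scale. Apod had a log2 fold change of 0.06. Without olanzapine replicate 2 the median fell to 1.26, and without control replicate 1 the calls fell to 6. With values of log2(FPKM + 1) for all genes, the alternative that moved the number of calls most, 4 were called.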

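Monooxygenase, aromatase and epoxygenase activities are held mainly by cytochrome P450 genes. Of 100 genes with a P450 symbol, 43 could be tested, and 12 were called higher and 0 lower. Adjusted over the list alone, 16 were called. The median log2 fold change of the 43 genes was 0.35, and 33 were higher, 20 of them with no overlap between the groups, which chance gives for 10%. The called genes had few counts in the control pools. Cyp2d9 had 3, 2 and 2 counts there and 54, 82 and 58 in the olanzapine pools, at least 21.8-fold higher (adjusted p = 0.00261, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cyp2e1 rose from 28.7 ± 14.7 (SD, n = 3 pools) to 193 ± 17.5 (SD, n = 3) normalized counts, a log2 fold change of 2.74 with a standard error of 0.39 (adjusted p = 0.0137, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost without control replicate 3 and without olanzapine replicate 3, while the log2 fold change stayed between 2.37 and 3.05 over the 6 fits that each left out 1 pool. The P450 genes with the highest counts moved little. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, Cyp46a1 had a log2 fold change of 0.27 (adjusted p = 0.0930) and Cyp51 of 0.10 (adjusted p = 0.591), both chosen after their values were seen. Without olanzapine replicate 2, the family's median was 0.17 and 4 genes were called. The number of calls moved most, to 1, with a mean of at least 50 counts and with limma on log2(FPKM + 1), with or without its filter. The median was 0.0186 in the former.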

KEGG pathway analysis revealed enrichment in pathways critical to lipid metabolism, such as linoleic acid metabolism, PPAR signaling, and cholesterol metabolism (Figure 3C).

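The copy of the paper's table assigns 11 genes to linoleic acid metabolism, 12 to PPAR signaling and 9 to cholesterol metabolism. Of those that could be tested, 6 of 10, 8 of 10 and 7 of 8 were called from the counts, all higher in the olanzapine pools. The linoleic acid genes are all cytochrome P450 genes. In PPAR signaling, Pck1, which encodes an enzyme of gluconeogenesis, rose from 5.61 ± 4.55 (SD, n = 3 pools) to 150 ± 20.8 (SD, n = 3) normalized counts, a log2 fold change of 4.71 with a standard error of 0.47 (adjusted p = 0.00314, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cholesterol metabolism, the log2 fold changes ranged from 1.33 in Apoc1 to 6.59 in Apoa4 among the called genes. These genes were listed by the paper as DEGs of the same libraries, so their calls are not independent evidence of a pathway.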

**FIGURE 3:**
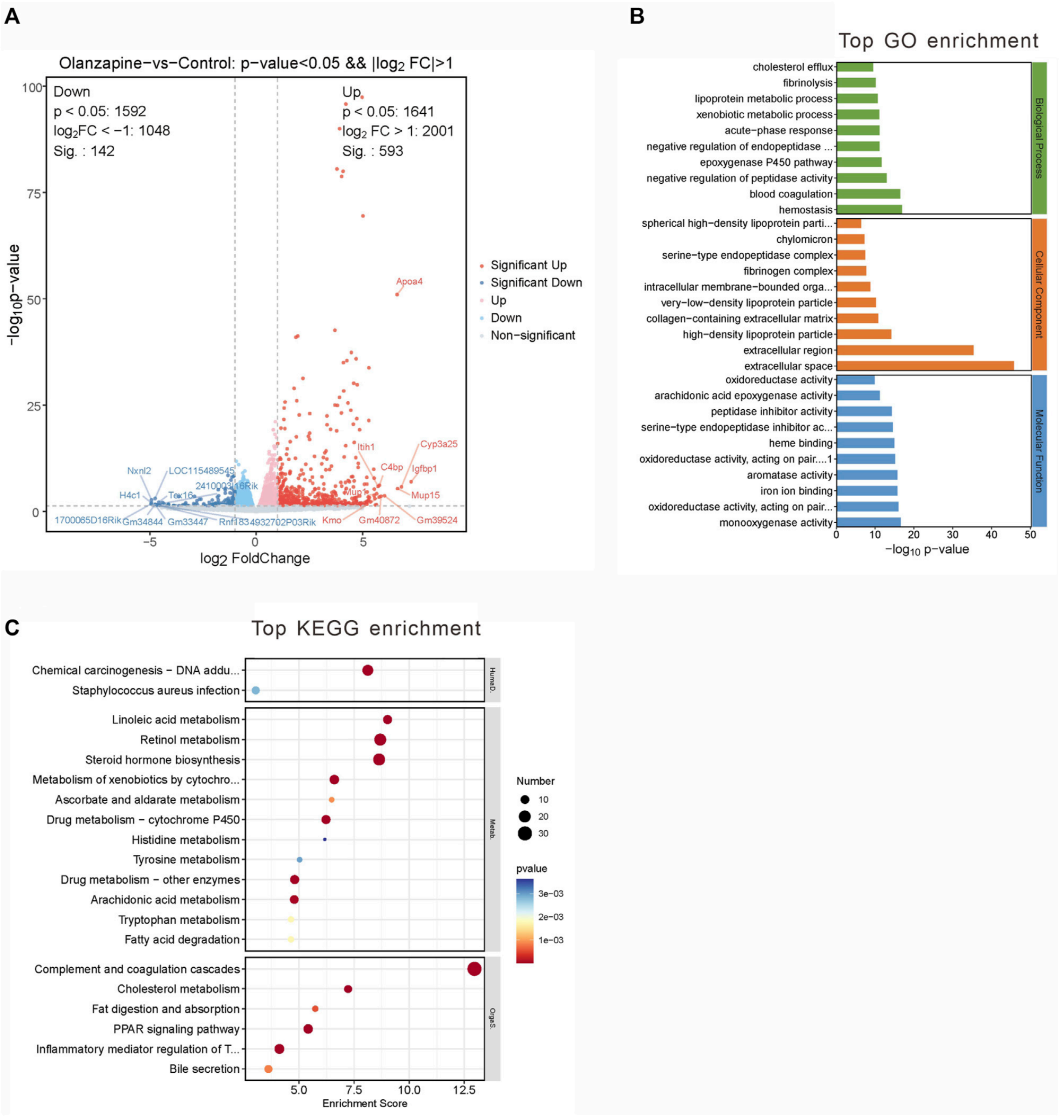
DEGs between two groups and gene analysis of DEGs. **(A)** Volcano plot of DEGs. Red represents 593 upregulated genes and blue represents 142 downregulated genes with |log_2_(FC)|>1 and *p* < 0.05. **(B)** Top 10 GO terms related to biological processes, cellular component and molecular function. **(C)** KEGG enrichment analysis of MEblue module. Terms are arranged by *p*-value. The number of gene types is represented by the gene number.

These findings underscore olanzapine’s influence on the expression of lipid metabolism-related genes within the LS brain regions, suggesting a molecular basis for the metabolic side effects observed. 

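The lipid genes rose together with other genes of liver cells. Alb, which encodes serum albumin, had 409 ± 125 (SD, n = 3 pools) normalized counts in the control group and 5709 ± 734 (SD, n = 3) in the olanzapine group, a log2 fold change of 3.80 with a standard error of 0.23 (adjusted p = 0.000301, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 23 tested genes of hepatocyte enzymes outside lipid transport, the median log2 fold change was 2.57, and 12 were called higher and 0 lower. Hnf4a, a transcription factor of hepatocytes, had 1, 1 and 1 counts in the control pools and 32, 34 and 35 in the olanzapine pools, at least 11.4-fold higher. From the enrichment of lipoprotein, monooxygenase, linoleic acid, PPAR and cholesterol terms among its DEGs, the paper concludes that olanzapine influenced the expression of lipid metabolism genes in the LS, and it proposes these changes as a molecular basis of the metabolic side effects.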

To fully understand the implications of these alterations, it is essential to integrate these data with the comparative analysis of the olanzapine and control groups.

### 3.4 WGCNA applied to RNA-Sequencing data

To bridge the gap between RNA-seq data and the metabolic alterations caused by olanzapine, we employed WGCNA. This sophisticated approach enabled us to construct co-expression networks from the FPKM values, effectively grouping genes into five distinct modules based on their expression patterns: MEturquoise, MEblue, MEbrown, MEyellow, and MEgrey (Figures 4A, B). 

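The modules were not rebuilt from the 6 libraries. The gene lists of MEblue, with 97 genes, and MEbrown, with 78 genes, were taken from the paper's supplementary tables. A module eigengene was computed for each list as the principal component with the most variance of log2(FPKM + 1), standardized per gene over the 6 pools, from the FPKM that the authors deposited. It is a unitless score per pool. The MEblue eigengene held 87.0% of the variance of its genes and the MEbrown eigengene held 92.3%. The traits are the paper's supplementary values, 1 per pool. With 6 pools, an exact permutation test of a correlation runs over 720 orders.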

The MEgrey module consisted of genes not significantly correlated with any specific metabolic trait, serving as a contrast to the other more functionally targeted modules.

**FIGURE 4:**
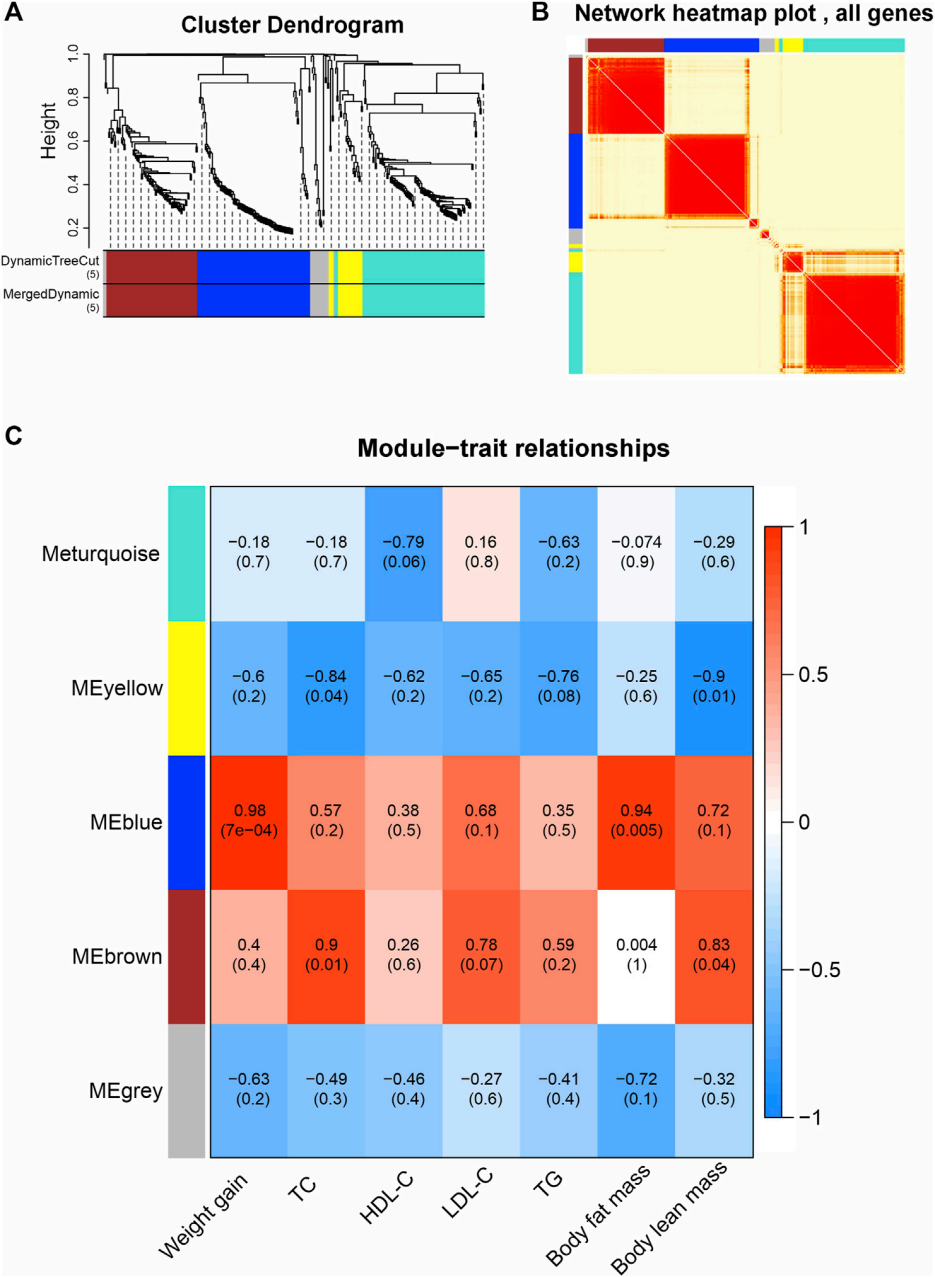
Weighted gene co-expression network analysis (WGCNA). **(A)** Average connectivity analysis for different soft threshold powers. **(B)** Heatmap of correlations among WGCNA modules. **(C)** Heatmap of correlations between sample traits and WGCNA module eigengene. Upper values in each table cell indicate correlations. *p* values for association testing are the lower values in brackets.

We then explored the correlation of module eigengenes (MEs) with various phenotypic traits linked to olanzapine’s metabolic effects (Figure 4C). The MEblue module emerged as particularly noteworthy, showing a strong association with both weight gain and body fat mass (R = 0.98, *p* = 0.0007; R = 0.94, *p* = 0.005). This finding highlights the MEblue module’s central role in the observed weight and fat accumulation. On the other hand, the MEbrown module displayed a significant correlation with TC levels and body lean mass (R = 0.9, *p* = 0.01; R = 0.83, *p* = 0.04), revealing distinct gene networks that may drive specific facets of the metabolic changes induced by olanzapine.

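The MEblue eigengene was -0.421, -0.354 and -0.442 in control pools 1 to 3 and 0.343, 0.467 and 0.408 in olanzapine pools 1 to 3. Of the 97 genes, 88 had higher FPKM in all 3 olanzapine pools than in any control pool. The weight gain of the pools, in the paper's values, lay between 2.89 g and 3.46 g in the control group and between 5.6 g and 6.397 g in the olanzapine group. Fat mass lay between 3.34 g and 3.46 g in the control group and between 4.27 g and 5.33 g in the olanzapine group. The eigengene and both traits thus formed 2 separate clusters, which are the groups themselves. Within a group there are 3 pools, too few for a correlation of their own, and an r over all pools would mostly restate the groups. No pooled r is given, and the relation of the module to either trait beyond the group difference was not tested.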

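The MEbrown eigengene was 0.905 in olanzapine pool 1 and lay between -0.247 and -0.111 in the other 5 pools. All 78 genes of the module had their highest FPKM in olanzapine pool 1. Across the 6 pools, Pearson's r between the eigengene and TC was 0.905 (exact permutation test over 720 orders, two-sided, p = 0.142), and Spearman's rho was 0.0286 (exact permutation test, p = 1). For lean mass, r was 0.833 (exact permutation test, p = 0.132) and rho was 0.143 (exact permutation test, p = 0.803). Over these 2 relations the Benjamini-Hochberg adjusted p of r was 0.142 for both, from the same exact permutation test. Without the 2 pools farthest from the median TC, olanzapine pool 1 and control pool 2, r was -0.0285 over 4 pools. Without the 2 farthest in lean mass, olanzapine pool 1 and control pool 3, r was 0.0693. Both relations rest on olanzapine pool 1. With the eigengene recomputed without that pool, r was -0.625 for TC and -0.677 for lean mass. From the correlations of MEblue and MEbrown with the traits, the paper proposes that distinct gene networks drive specific facets of the metabolic changes.

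**Figure D1:**
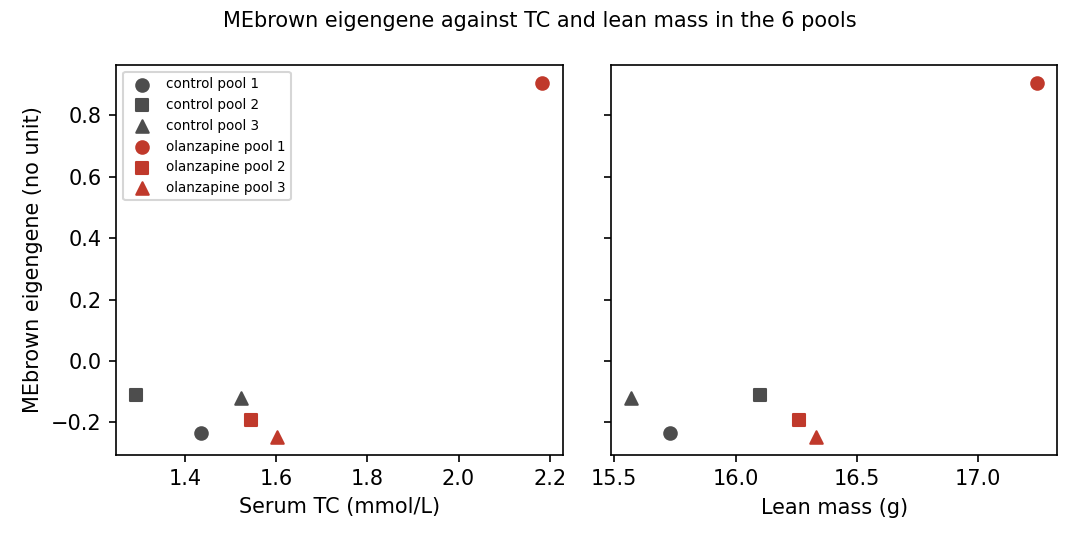
MEbrown eigengene (no unit, vertical axis) against serum TC in mmol/L and lean mass in g (horizontal axes) for the 3 control and 3 olanzapine pools, 1 point per pool. Olanzapine pool 1 sits at 0.905, and the other 5 pools lie at or below -0.111.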

Our WGCNA findings pinpoint critical gene networks within the MEblue and MEbrown modules as central to olanzapine’s metabolic side effects. This sets the stage for an in-depth exploration of these modules to understand the specific mechanisms at play.

### 3.5 Analysis of the MEblue module

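Of the 97 genes of the MEblue list, 96 passed the count filter. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes, 75 were called higher and 0 lower, and 88 had an unadjusted p under 0.05. Adjusted over the list alone, 83 were called, which is not independent evidence, since the study built the module from these same pools. The median log2 fold change of the 96 genes was 2.64. The number of calls fell to 60 without control replicate 3 or without olanzapine replicate 3, the lowest of the fits that left out 1 pool. Of the 30 secreted proteins of hepatocytes that were listed as markers, 23 are among the 97 genes. The markers do not cover every such protein, so their full number in MEblue was not counted. MEblue also holds long noncoding RNAs and splicing-related transcripts. Snhg11 rose from 21218 ± 3228 (SD, n = 3 pools) to 54570 ± 4487 (SD, n = 3) normalized counts, a log2 fold change of 1.36 with a standard error of 0.13 (adjusted p = 0.00261 from the same test), and Malat1 had a log2 fold change of 1.32.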

The MEblue module, comprising 97 genes, featured 84 DEGs that were upregulated in the olanzapine-treated group compared to controls. To unravel the biological significance of these genes, we conducted GO and KEGG enrichment analyses.

The GO analysis segmented these 84 genes into three main categories: biological processes, cellular components, and molecular functions (Figure 5A). The top GO keywords were chosen based on their *p*-values. The module genes provided information about potential biological processes such as negative regulation of peptidase activity, peptide hormone response, and acute-phase response. 

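For negative regulation of peptidase activity, the copy of the paper's table shows 11 MEblue genes, and all 11 were called higher, with log2 fold changes from 3.33 in Serpina1c to 5.25 in Serpina3m. For the acute-phase response it shows 7, of which 6 were called. Orm1 rose from 7.61 ± 1.51 (SD, n = 3 pools) to 184 ± 16.0 (SD, n = 3) normalized counts, a log2 fold change of 4.57 with a standard error of 0.27 (adjusted p = 0.000296, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hp, which encodes haptoglobin, rose from 147 ± 24.3 (SD, n = 3) to 678 ± 91.6 (SD, n = 3), a log2 fold change of 2.20. Saa1 was the gene not called. Members of the Serpina1 and Serpina3 families are near-identical copies, so the change of a single member is uncertain.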

Identified cellular components pathway included very-low-density and high-density lipoprotein particles, among others. 

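MEblue holds 7 of the 31 apolipoprotein genes, namely Apoa1, Apoa2, Apoa4, Apoc1, Apoc3, Apoc4 and Apoh. All 7 were called higher, and in each of them the 3 olanzapine pools lay above the 3 control pools, a separation in either direction that chance gives to 10% of genes. Apoc3 and Apoh lost their call in 3 and 4 of the 6 fits that each left out 1 pool, while Apoa1, Apoa2 and Apoa4 stayed called in all 6.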

Molecular functions of interest were lipase inhibitor activity and signaling receptor binding. KEGG enrichment analysis revealed involvement in systemic functions like complement and coagulation cascades, cholesterol metabolism, and the PPAR signaling pathway, indicating the module’s potential impact on metabolic processes (Figure 5B).

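The copy of the paper's table assigns 12 MEblue genes to complement and coagulation cascades, 6 to cholesterol metabolism and 5 to PPAR signaling. All of them were called higher from the counts. In complement and coagulation, the median log2 fold change was 4.22, with a range from 3.28 in Serpina1d to 5.02 in Fgb. F2, which encodes prothrombin, had 18, 3 and 6 counts in the control pools and 84, 116 and 112 in the olanzapine pools. Its log2 fold change was 3.53 with a standard error of 0.55 (adjusted p = 0.0207, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the call was lost in 4 of the 6 fits that left out 1 pool.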

**FIGURE 5:**
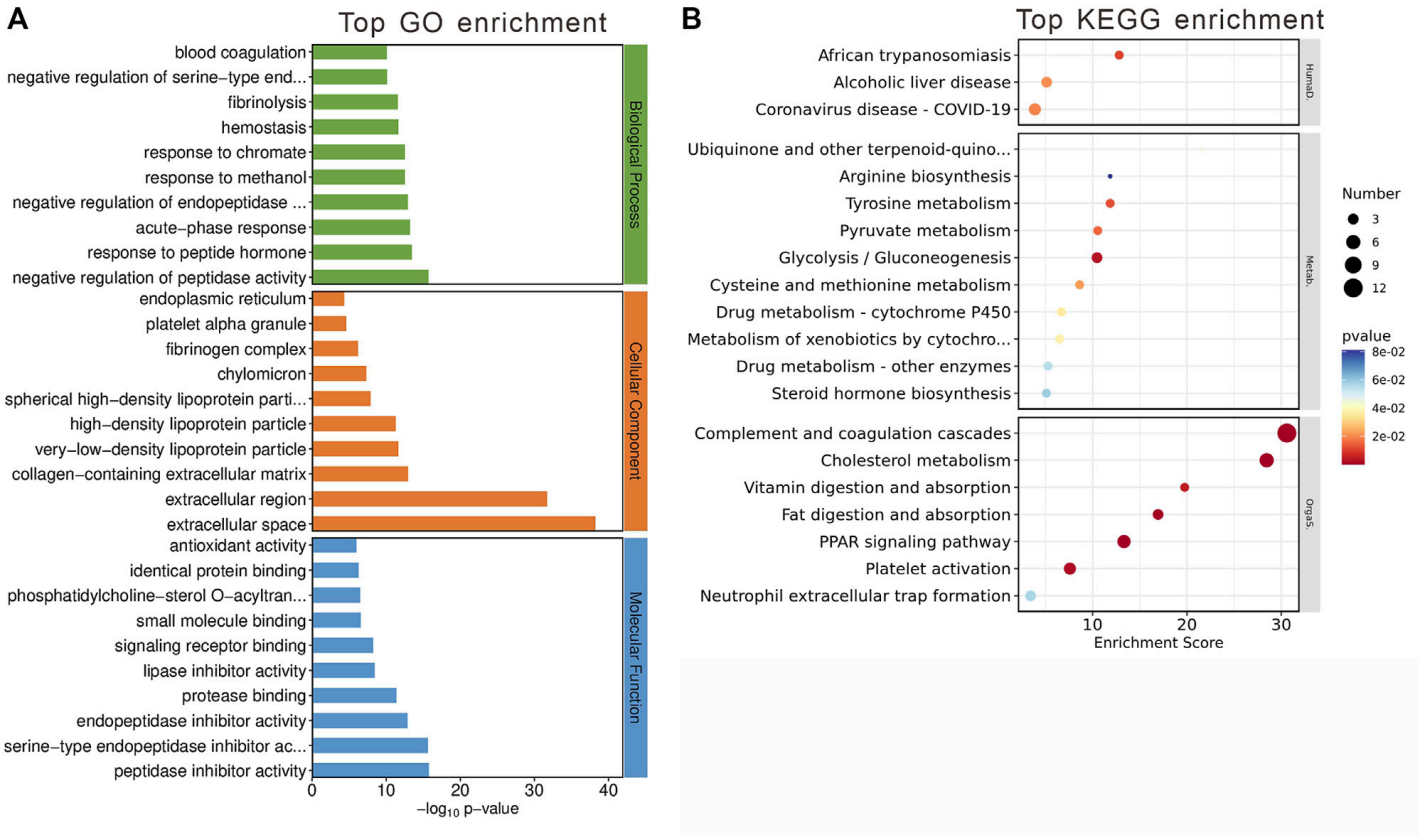
Gene Analysis for the MEblue module genes. **(A)** Top 10 GO terms related to biological processes, cellular component and molecular function. **(B)** KEGG enrichment analysis of MEblue module. Terms are arranged by *p*-value. The number of gene types is represented by the gene number.

These findings suggest that the MEblue module has a significant impact on metabolic processes altered by olanzapine treatment, offering insights into the molecular mechanisms driving these changes.

### 3.6 Analysis of the MEbrown module

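The MEbrown list comes from the WGCNA of the FPKM values, and 77 of its 78 genes passed the count filter. From edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of them were called, and 11 had an unadjusted p under 0.05. Adjusted over the list alone, 0 were called as well. The median log2 fold change was 1.10, but only 5 of the 78 genes had higher FPKM in all 3 olanzapine pools than in every control pool. The 10% that chance gives is for both directions together, while these 5 are only those above. In normalized counts, 2303 of all 17255 tested genes were separated in that direction. With the fold change limits kept and the unadjusted p of edgeR as the threshold, the alternative that moved this number most, 9 genes were higher.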

Contained within the MEbrown module are 78 genes, of which 9 have been pinpointed as DEGs between the olanzapine-treated and control groups. Also, all identified DEGs within this module were upregulated following olanzapine treatment. 

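The MEbrown genes that the paper's table lists as DEGs include Cabp1, Catsperz, Chrd, Dkkl1, Krt12, Ovol2 and Smim43. Each had its highest count in olanzapine pool 1. Smim43 had 32, 41 and 40 counts in the control pools and 966, 19 and 17 in the olanzapine pools, and its log2 fold change turned from 3.20 to -1.06 without olanzapine replicate 1. Ovol2, with 236 counts in olanzapine pool 1 and at most 10 in any other pool, did not pass the filter. Catsperz was higher in all 3 olanzapine pools, with a log2 fold change of 2.01 (adjusted p = 0.171, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which fell to 0.995 without olanzapine replicate 1. DESeq2 called it, with an adjusted p of 0.0485.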

To decipher the biological implications of these alterations, we conducted GO and KEGG enrichment analyses on these genes.

The GO enrichment analysis unveiled these genes’ involvement in pivotal biological processes, notably including canonical Wnt signaling and the regulation of SMAD protein signal transduction. 

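Dkkl1 carries the canonical Wnt term in the paper's table. It had 6, 16 and 22 counts in the control pools and 573, 17 and 4 in the olanzapine pools. Its log2 fold change was 3.80 with a standard error of 1.55 (adjusted p = 0.256, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.48 without olanzapine replicate 1.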

When examining cellular components, our analysis highlighted significant associations with the postsynaptic density and various intracellular components. 

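Cabp1, which encodes a calcium-binding protein of neurons, is the MEbrown gene that carries the terms postsynaptic density and type 3 metabotropic glutamate receptor binding in the paper's table. It rose from 799 ± 39.3 (SD, n = 3 pools) to 1777 ± 1244 (SD, n = 3) normalized counts, with 3116 counts in olanzapine pool 1, 1145 in pool 2 and 983 in pool 3. The log2 fold change of 1.15 had a standard error of 0.41 (adjusted p = 0.196, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 0.41 without olanzapine replicate 1.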

In terms of molecular functions, a noteworthy finding was the genes’ interactions with type 3 metabotropic glutamate receptors, underscoring their potential role in neurotransmission and neuronal signaling (Figure 6A).

**FIGURE 6:**
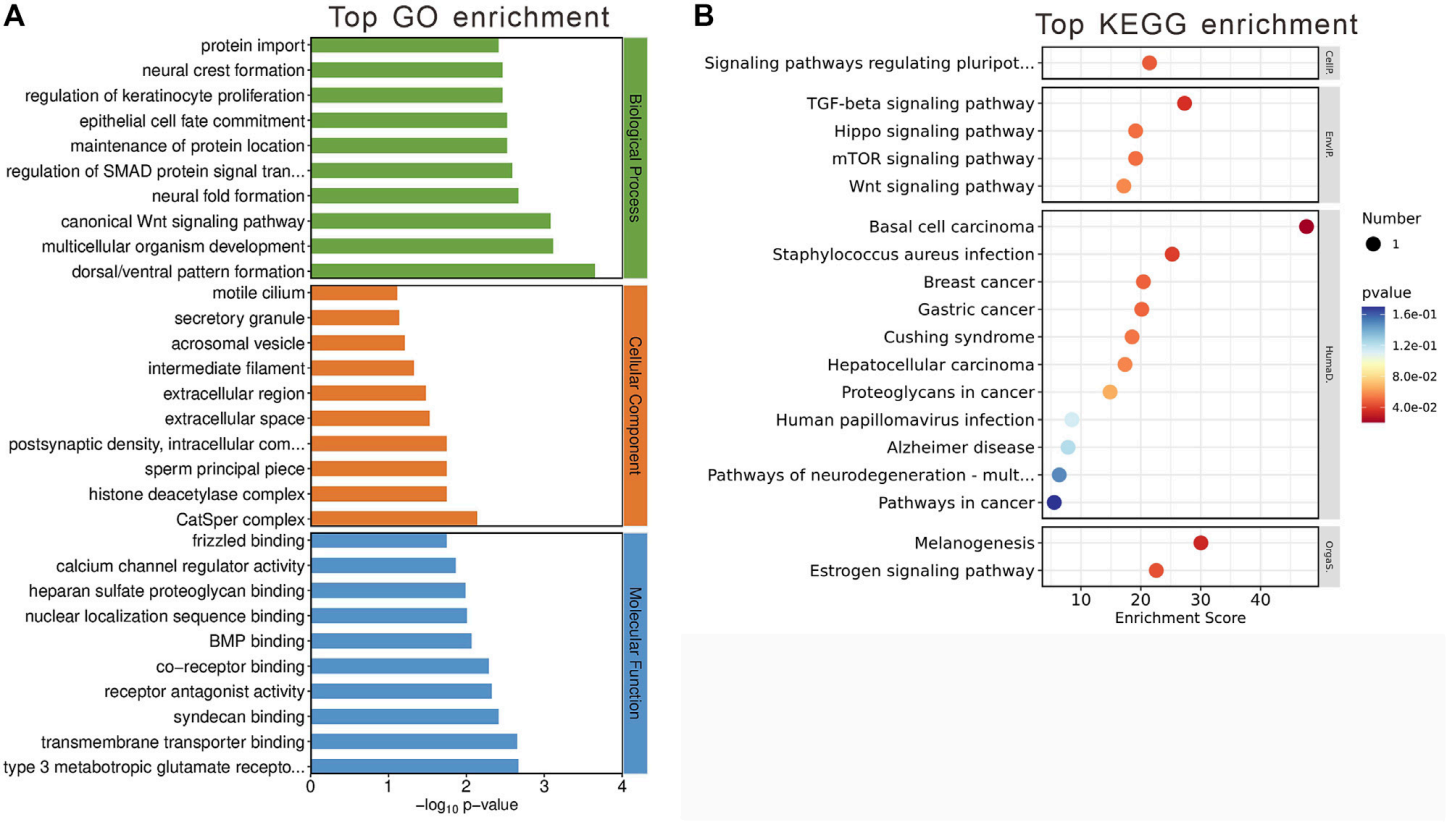
Gene Analysis for the MEbrown module genes. **(A)** Top 10 GO terms related to biological processes, cellular component and molecular function. **(B)** KEGG enrichment analysis of MEbrown module. Terms are arranged by *p*-value. The number of gene types is represented by the gene number.

KEGG enrichment analysis further elucidated the module’s significance, revealing involvement in critical signaling pathways such as TGF-beta and estrogen signaling pathways (Figure 6B). These pathways are crucial for a wide range of cellular functions, suggesting that the genes within the MEbrown module play roles in complex signaling networks that could be linked to the metabolic and neurological effects observed with olanzapine treatment.

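In the paper's table, Chrd is the MEbrown gene of the TGF-beta pathway and Krt12 that of the estrogen pathway. Chrd had 157, 118 and 181 counts in the control pools and 695, 214 and 188 in the olanzapine pools, a log2 fold change of 1.30 with a standard error of 0.50 (adjusted p = 0.230, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt12 had 10, 11 and 19 counts in the control pools and 151, 46 and 29 in the olanzapine pools, a log2 fold change of 2.52 with a standard error of 0.68 (adjusted p = 0.109 from the same test). DESeq2 called Krt12, with an adjusted p of 0.00373, and not Chrd. In both genes every olanzapine pool lay above every control pool, which chance gives, above or below, for 10% of genes. The estimates without olanzapine replicate 1 were 0.41 for Chrd and 1.49 for Krt12.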

### 3.7 Analysis of target genes within MEblue and MEbrown modules

To identify crucial genes within the MEblue and MEbrown modules potentially contributing to olanzapine’s metabolic side effects, we cross-referenced the modules’ DEGs with 397 olanzapine target genes listed in the GeneCards database. Among these, seven genes were identified as common between the olanzapine targets and the DEGs of the MEblue module, all showing upregulation in response to olanzapine treatment (Figure 7A). These overlapping genes were significantly enriched in key metabolic pathways, including cholesterol metabolism, PPAR signaling, and fat digestion and absorption. 

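The 7 genes are Alb, Apoa1, Apoc3, Apoh, F2, Hp and Orm1. All 7 were called higher from the counts, and the median of their log2 fold changes was 3.53. Adjusted over the list alone, 7 were called too, which is not independent evidence, since the study chose the list on these libraries. In each gene the 3 olanzapine pools lay above the 3 control pools, which chance gives, above or below, for 10% of genes. The count of calls stayed at 7 with DESeq2 and under every other normalization tried. It fell to 4 without olanzapine replicate 3, the alternative that moved it most. All 7 genes are transcribed at high levels in liver, and Alb was the most abundant of them here, at 131, 174 and 138 CPM in olanzapine pools 1 to 3 against 11.5, 12.7 and 6.80 in control pools 1 to 3.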

Notably, *Apoa1*, *Apoc3*, and *Apoh* emerged as genes of particular interest due to their roles in lipid metabolism (Figures 7B, C).

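In the GENCODE annotation of GRCm38, used here because the paper's text names no build, Apoa1 lies on chromosome 9 from 46228580 to 46230466 on the plus strand, next to Apoc3, from 46232933 to 46235636 on the minus strand, and Apoa4, from 46240696 to 46243459 on the plus strand. Apoh lies on chromosome 11 from 108343354 to 108414396. All are protein-coding genes. Apoa1 had 57.6 ± 7.11 (SD, n = 3 pools) normalized counts in the control group and 877 ± 119 (SD, n = 3) in the olanzapine group. Its log2 fold change was 3.93 with a standard error of 0.17 (adjusted p = 0.000162, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 3.81 and 4.00 when each pool was left out in turn. Apoc3 had 15.9 ± 9.60 (SD, n = 3) and 143 ± 11.2 (SD, n = 3), a log2 fold change of 3.16 with a standard error of 0.46 (adjusted p = 0.0149 from the same test) and a range from 2.74 to 3.52. Apoh had 29.4 ± 5.52 (SD, n = 3) and 137 ± 45.5 (SD, n = 3), a log2 fold change of 2.21 with a standard error of 0.32 (adjusted p = 0.0145) and a range from 1.93 to 2.41. For each of them the difference between the groups was larger than the spread between pools. In deposited FPKM, Apoa1 went from 1.48 ± 0.176 (SD, n = 3) to 22.9 ± 3.64 (SD, n = 3).

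**Figure D2:**
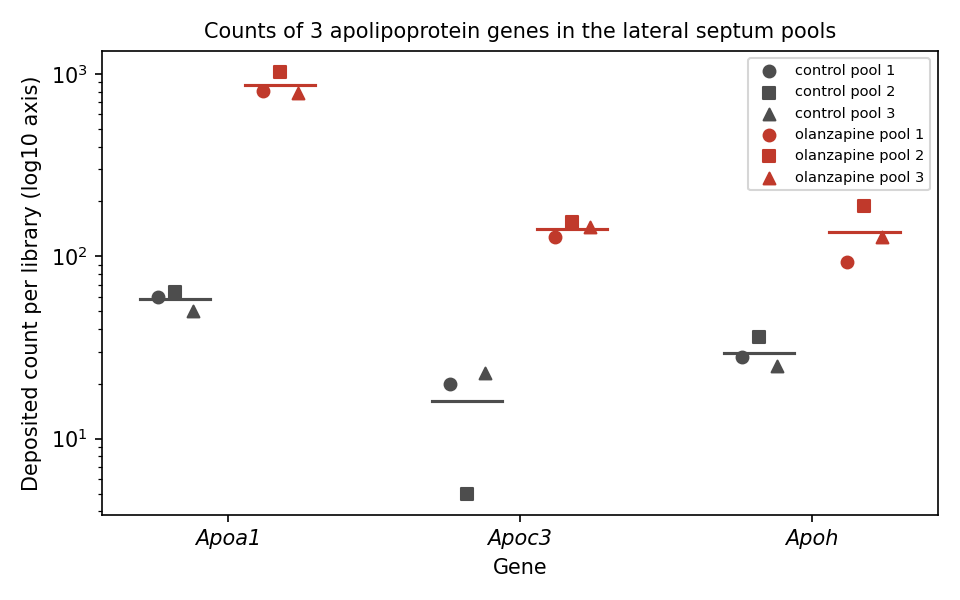
Deposited counts per library (log10 axis) of Apoa1, Apoc3 and Apoh in the 3 control and 3 olanzapine pools, 1 point per pool, with a line at the mean of each group. In each gene the olanzapine pools lie above the control pools, for Apoa1 between 783 and 1024 counts against 50 to 64.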

**FIGURE 7:**
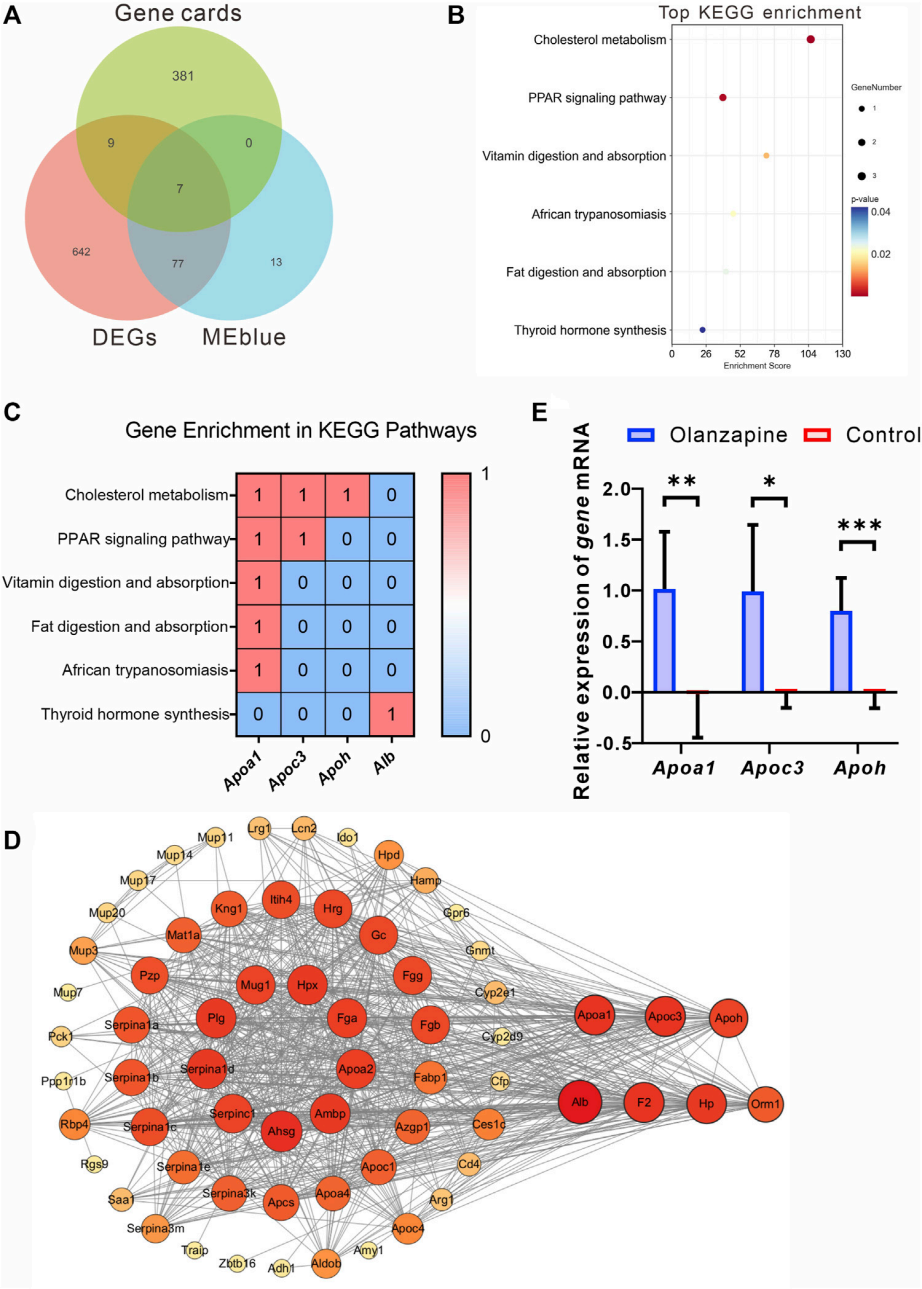
Identification, analysis and qRT-PCR validation of key genes. **(A)** Venn diagram showing the genes from Genecards, MEblue and DEGs. **(B)** The top terms of KEGG enrichment analysis sorted by the *p*-value for overlapping genes in Genecards, MEblue and DEGs. The number of gene types is represented by the gene number. **(C)** Heatmap of association between Apoa1, Apoc3, and Apoh with lipid metabolism pathways. Values in each table cell indicate whether gene was enriched in this KEGG pathway (1) or not (0). **(D)** The PPI network of the 65 overlapping genes. The node color and size represent the magnitude of the degree value. **(E)** The level of *Apoa1* (Mann-Whitney U test, *p* = 0.0022), *Apoc3* (Welch’s t-test, F = 18.90, *p* = 0.0128, R^2^ = 0.7034, t = 3.620, df = 5.528), and *Apoh* (Unpaired t-test. F = 4.474, *p* = 0.0003, R^2^ = 0.7535, t = 5.529, df = 10. mRNA expression in the lateral septum area. N = 6 per group. The data are shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001.

Leveraging the STRING online tool, we developed a protein-protein interaction (PPI) network for the 84 genes bridging the MEblue module and DEGs. Analyzed using Cytoscape 3.10.1, this network initially featured 65 nodes and 788 edges, illustrating the extensive interconnectivity among these genes. Within this network, *Apoa1*, *Apoc3*, and *Apoh* stood out for their high degree of connectivity, suggesting a central role in the module’s biological significance (Figure 7D).

To corroborate the RNA-seq findings, we conducted qRT-PCR analyses to validate the transcriptional profiles of *Apoa1*, *Apoc3*, and *Apoh* in LS tissues from olanzapine-treated mice. The mRNA expression levels of these genes were significantly higher in the olanzapine group compared to controls, consistent with the RNA-seq data. This validation highlights olanzapine’s influence on the expression of genes critical to lipid metabolism and supports their involvement in the drug’s metabolic effects.

In contrast, the overlap between olanzapine targets and the MEbrown module yielded five genes. However, none exhibited differential expression between the olanzapine and control groups. This suggests unique regulatory mechanisms or roles in response to olanzapine that may not involve changes in gene expression.

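The 5 genes are Adra1d, Bdnf, Cck, Cckbr and Vipr1. None was called from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or adjusted over the list alone, and 1 of them, Vipr1, had an unadjusted p under 0.05. The log2 fold changes were above 0, with a median of 1.16, and carried large standard errors. Cck had 629, 1031 and 1415 counts in the control pools and 7381, 1207 and 496 in the olanzapine pools, a log2 fold change of 1.61 with a standard error of 0.87 (adjusted p = 0.381 from the same test). Without olanzapine replicate 1 the estimate was -0.27 for Cck, -0.95 for Adra1d, -0.44 for Bdnf and -0.26 for Cckbr, and it stayed above 0 for Vipr1, at 0.43.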

In summary, our analysis has elucidated a subset of olanzapine’s target genes within the MEblue module that are significantly associated with metabolic pathways, particularly lipid metabolism. The validation of these genes’ expression profiles, notably *Apoa1*, *Apoc3*, and *Apoh*, underscores their potential role in olanzapine-induced metabolic alterations. While the analysis of the MEbrown module revealed a different set of target genes, the lack of differential expression suggests that alternative mechanisms are involved.

## 4 Discussion

In line with previous findings, long-term olanzapine treatment led to hyperphagia, obesity, and insulin resistance (Luo et al., 2021; Burschinski et al., 2023). Our st udy aimed to investigate whether olanzapine administration not only improves central psychiatric symptoms but also affects central regulatory neural projections linked to obesity onset. Consequently, we examined key neural circuits impacted by chronic olanzapine treatment, revealing modulation of functional connectivity between the LH and LS brain regions.

Additionally, we observed altered gene expression in the LS region of mice. Through RNA-seq and WGCNA, we identified a gene module closely associated with increased body weight and adiposity, prominently featuring genes involved in lipid metabolism pathways, such as *Apoa1*, *Apoc3*, and *Apoh*. These findings suggest that olanzapine influences body weight and adiposity by affecting lipid metabolism-related genes in the LS brain region and altering its functional connectivity with the LH.

In CNS, olanzapine interfere profoundly with glucose and lipid homeostasis acting mostly on hypothalamus (Carli et al., 2021). Distubances of neuronal activity and axon projection were induced by olanzapine treatment (Kim et al., 2022). Furthermore, modulation of hypothalamic AMPK signaling by olanzapine controls energy balance and body weight. Given that homeostatic inputs from the hypothalamus are integrated with hedonic feeding signals from mesolimbic pathways and signals from superordinate regions to generate an orchestrated response in feeding behavior, glucose metabolism, and energy homeostasis regulation, We conducted fUS to identify the LS as a key brain region with functional connectivity to fUS.Two key neural pathways between the LS and the hypothalamus, from the paraventricular nucleus of the hypothalamus to the ventral LS, and from the dorsal LS to the lateral hypothalamic area, are implicated in both physiological and psychological functions. (Carus-Cadavieco et al., 2017; Xu et al., 2019; Mu et al., 2020). Furthermore, recent studies highlight that extended inhibition of projections from melanocortin-4 receptor-expressing neurons in the paraventricular hypothalamus to the LS may precipitate obesity due to reduced energy expenditure (Xu et al., 2023b). We observed a significant alteration in the functional connectivity between the LS and the hypothalamus in mice treated with olanzapine, particularly in the neural projections between the PVH and the LS, indicating substantial neurophysiological changes. Although not every pathway from the LS to the hypothalamus showed significant alteration, the overall trend in connectivity suggests a broad, possibly cumulative, impact of long-term olanzapine administration on these critical neural circuits. At the same time, the altered functional connectivity between the PVH and different regions of the LS was not consistent, also reflecting the more complex effects of olanzapine on this neural circuit.

The initiation of our discussion delves into the pivotal role of the LS area within the central nervous system, focusing on its established significance in regulating metabolic and behavioral processes. The LS emerges as a central hub orchestrating a range of emotions such as reward, feeding, anxiety, fear, sociability, and memory (Rizzi-Wise and Wang, 2021). Evidence indicates the LS’s integral role in various facets of feeding behavior, including the motivation to seek food, actual food consumption, and taste preference. The motivation for food, reflecting the pursuit rather than the act of eating, has been studied in relation to the function of specific receptors in the LS. Beyond its impact on food motivation, the LS also directly influences food consumption through the pharmacological modulation of various receptors. Therefore, in the current study, we explored the underlying mechanisms using a broad approach and performed global transcriptomic analysis of the LS, a valuable tool allowing for the accurate and unbiased identification of genes differentially regulated between treatments. Using this approach, we have identified LS genes altered in response to olanzapine treatment and have suggested both known and novel candidate genes that merit further investigation.

Our comprehensive exploration of olanzapine’s metabolic side effects has unveiled its substantial impact on body weight, functional brain connectivity, body composition, and lipid metabolism, systematically revealing the depth of olanzapine’s influence on metabolic processes. In our study, C57BL/6 mice subjected to a diet containing olanzapine demonstrated significant body weight gain, particularly noted in an increased fat mass ratio. This finding highlights the drug’s potent effect on promoting weight gain, an adverse outcome frequently observed in clinical settings. The pronounced increase in body weight and fat mass underscores the urgent need to understand the mechanisms driving these changes, aiming to mitigate such undesirable effects in patients undergoing olanzapine treatment. The administration of olanzapine also resulted in notable changes in body composition, characterized by an increase in fat mass and alterations in serum lipid profiles, with elevated TC and LDL-C levels. These alterations in lipid metabolism provide a clearer picture of how olanzapine disrupts metabolic homeostasis, further supported by our detailed RNA-seq analysis.

In this study, we found 735 genes significantly altered in the LS following olanzapine treatment, including previously identified genes such as *Apoa1*, *Soat2*, and *Crp*, which are closely related to lipid transport, cholesterol synthesis, and inflammation (Pramfalk et al., 2022; Endres et al., 2024). 

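Soat2, which encodes sterol O-acyltransferase 2, had 0, 1 and 0 counts in the control pools and 6, 7 and 2 in the olanzapine pools, at least 1.69-fold higher against the floor, and it did not pass the count filter. DESeq2 gave it an unadjusted p of 0.0457 and no adjusted p. Crp, which encodes C-reactive protein, had 1, 6 and 1 counts in the control pools and 20, 39 and 21 in the olanzapine pools. Its log2 fold change was 3.28 with a standard error of 0.72 and an adjusted p of 0.0632 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above the threshold. DESeq2 called it, with an adjusted p of 0.00612. Both genes rest on few reads.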

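Apoa2 had 67.1 ± 25.8 (SD, n = 3 pools) normalized counts in the control group and 370 ± 62.1 (SD, n = 3) in the olanzapine group, a log2 fold change of 2.46 with a standard error of 0.29 (adjusted p = 0.00556, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Apob went from 6.97 ± 6.10 (SD, n = 3) to 275 ± 50.8 (SD, n = 3), a log2 fold change of 5.28 with a standard error of 0.47 (adjusted p = 0.00221 from the same test). Both kept their call when any single pool was left out. Apom had 0, 2 and 0 counts in the control pools and 12, 13 and 25 in the olanzapine pools, at least 5.64-fold higher, with an adjusted p of 0.0602 from edgeR's test, above the threshold, and of 0.0160 from DESeq2. The fold changes of these genes are large against low control levels. In deposited FPKM, Apob was 0.0126 ± 0.0109 (SD, n = 3) in the control group and 0.511 ± 0.107 (SD, n = 3) in the olanzapine group, and Apoe, which did not change, stood at 1002 ± 87.2 (SD, n = 3) in the control group.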

We observed changes in a variety of genes regulating energy, with a notable increase in apolipoprotein-related genes such as *Apoa1*, *Apoa2*, *Apob*, *Apoc3*, *Apoh* and *Apom*. Through RNA-seq analysis of the LS region, we identified a robust set of DEGs, indicating a shift towards less favorable lipid metabolic pathways. The application of WGCNA allowed us to dissect these effects at a molecular level, pinpointing the MEblue and MEbrown modules as central to the observed metabolic changes. Specifically, the MEblue module’s association with weight gain and fat accumulation, enriched in cholesterol metabolism and PPAR signaling pathways, underscores olanzapine’s impact on lipid homeostasis (Pinna, 2023). Conversely, the MEbrown module’s link to canonical Wnt signaling and SMAD protein signal transduction regulation points towards olanzapine’s broader effects on cellular signaling networks (Chambers et al., 2009; Kim et al., 2021).

Crucially, our analysis of target genes within these modules, particularly the enrichment of *Apoa1*, *Apoc3* and *Apoh* in key metabolic pathways, validates the RNA-seq findings and underscores their potential role in mediating olanzapine’s adverse metabolic outcomes. The absence of differential expression in the MEbrown module’s olanzapine targets suggests distinct regulatory mechanisms or roles in response to olanzapine, inviting further investigation. The significant roles of apolipoprotein A-Ⅰ (APOA-Ⅰ), apolipoprotein-Ⅲ (APOC-Ⅲ) and apolipoprotein H (APOH) in lipid metabolism are well-established, with these apolipoproteins participating in essential processes like cholesterol transport, triglyceride regulation, and innate immunity (Agar et al., 2011; Norata et al., 2015; Zewinger et al., 2020; Giammanco et al., 2023).

Recent advancements have highlighted the significance of apolipoproteins in the central nervous system (CNS), particularly due to the brain’s high lipid content and reliance on internal cholesterol synthesis, necessitated by the blood-brain barrier which limits external lipid entry (Björkhem and Meaney, 2004). This has led to the discovery of distinct apolipoprotein compositions and regulatory mechanisms within the CNS, separate from peripheral systems. The critical role of central apolipoproteins in lipid metabolism and immune regulation within the CNS is becoming evident, given neurons’ sensitivity to immune disruptions and their dependency on consistent lipid supplies (Endres, 2021). This role is further underscored by their contribution to neurological disease pathogenesis. Central apolipoproteins, some originating peripherally and others synthesized locally (e.g., APOA-I in brain endothelial cells, APOH in astrocytes and neurons), are implicated in neurodegenerative disorders such as Parkinson’s disease and Alzheimer’s disease (AD) (Elliott et al., 2010; Xu et al., 2023a). At the same time, some researches focus on the role of central lipid metabolism in modulating systemic metabolism and obesity. Hypothalamic astrocytes, influenced by angiopoietin-like four and peroxisome proliferator–activated receptor gamma, regulate fatty acid homeostasis, which impacts neuronal responses to metabolic changes and protects against diet-induced obesity (Varela et al., 2021). This brain region also signals nutritional status to peripheral tissues like the liver, affecting glucose production, lipogenesis, and TG secretion through fatty acid sensing and autonomic nervous system activity (Bruce et al., 2017). These mechanisms underscore the potential of targeting central lipid metabolism to treat metabolic disorders.

Research in schizophrenia has shown a notable decrease in APOA-I across five tissues (cerebrospinal fluid, brain, liver, red blood cells, and serum) in patients, potentially contributing to their heightened risk of metabolic disorders (Huang et al., 2008). Consequently, some researchers propose using metabolic syndrome counteracting drugs to mitigate antipsychotics’ weight and metabolic side effects by raising APOA-I levels (Xiang et al., 2019). Contrarily, other studies indicate antipsychotic usage increases APOA-I levels in serum and cerebrospinal fluid, correlating with rises in body mass index, TC, and TG (Martins-De-Souza et al., 2010; Song et al., 2014). Variations in study samples and antipsychotic medications used may explain these divergent findings.

Simultaneously, research has highlighted that lipoprotein metabolism’s role extends beyond the metabolic side effects in schizophrenia to include the disorder’s psychiatric symptoms. For instance, a study identified a strong link between low HDL serum levels and increased aggression in female schizophrenia patients (Herceg et al., 2022). In contrast, another study observed that rising serum HDL levels during the first year of antipsychotic treatment corresponded with reduced negative symptoms (Gjerde et al., 2018). These insights indicate that lipid metabolism, particularly within the central nervous system, may influence schizophrenia’s psychiatric symptoms and could be a target for antipsychotic medications. Furthermore, it is speculated that antipsychotic-induced alterations in central lipid metabolism might contribute to their metabolic side effects, such as weight gain. This intertwining of lipid metabolism with psychiatric manifestations, especially in schizophrenia, opens an intriguing perspective on the comprehensive effects of antipsychotic treatments. The alterations in apolipoprotein gene expression induced by olanzapine may serve as a double-edged sword, affecting both the metabolic profile and psychiatric symptoms of schizophrenia patients. This dual influence calls for an integrated treatment approach that addresses the multifaceted nature of schizophrenia, balancing psychiatric symptom management with metabolic health.

The upregulation of apolipoprotein genes, including *Apoa1*, *Apoc3*, and *Apoh*, in the olanzapine-treated group unveils a profound modulation of lipid metabolism, reminiscent of their known peripheral roles yet extending this regulatory capacity deep into the neural circuits of the brain. This observation not only underscores the direct effect of olanzapine on CNS lipid metabolism but also hints at a potential mechanism contributing to the drug’s metabolic side effects.

## 5 Conclusion

In this study, the reduced functional connectivity between the LS and the hypothalamus observed via fUS imaging enriches our understanding of olanzapine’s neural impact. These findings, combined with the molecular insights into lipid metabolism gene expression, suggest a comprehensive model wherein olanzapine’s effects permeate from molecular to systemic levels, affecting both brain functionality and overall metabolic regulation. The insights garnered from this research pave the way for future investigations aimed at dissecting the specific mechanisms by which olanzapine modulates lipid metabolism in the brain. Changes in central lipid metabolism may contribute to the weight gain and metabolic side effects associated with olanzapine treatment. This study offers valuable insights for future research into olanzapine’s precise mechanisms in modulating brain lipid metabolism.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE268867.

How the deposited data were processed for this re-analysis (not part of the article)

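The lateral septum was sequenced as 6 paired-end RNA-seq libraries, 3 from mice on the olanzapine diet and 3 from mice on the control diet, each made from a pool of 3 mice. The conditions were taken from the labels of the libraries, where the olanzapine columns carry a short name for metabolic syndrome. The authors trimmed the reads with fastp, aligned them to the mouse genome with HISAT2 and counted them per gene with HTSeq-count, and they deposited these raw counts. The authors computed FPKM from the same alignments, and the deposited FPKM values match the paper's supplementary table in the 1998 genes per pool that were compared. The paper's text names neither the genome build, the strand setting nor the treatment of reads that match several places, so genes with near-identical copies and overlapping genes are uncertain. Of the columns of per-sample values, 0 were left unused, and 0 genes had no name.

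The median total count was 39773764 in the control group and 38433371 in the olanzapine group. With 3 pools per group, the smallest p that an exact permutation test can give for a difference between the groups is 0.1, so genes were tested with a model that shares the variance between genes. The counts were normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3, with the group as the only term, and tested with the quasi-likelihood F test. The standard error of a log2 fold change was taken as its size divided by the square root of F. Genes passed the filterByExpr rule at a minimum count of 10 and a minimum total of 15. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in size, that is a fold change above 2 or below 0.5. Where every control pool had at most 3 counts, the fold change was computed against that floor. On simulated counts of 17255 genes, of which 200 were changed, edgeR called 192, or 96%, and 0 unchanged ones among 17000 tested. DESeq2 called 186, or 93%, and 2 unchanged ones. Every planted change was larger than the fold change limit. The simulated spread followed the mean level of each gene, with no tissue differences between pools. These shares therefore do not measure recovery or false calls in the real pools.

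The genes named in the text are those the paper names as changed or labels in Figure 3A, the 7 MEblue and 5 MEbrown genes it gives as olanzapine targets, the MEbrown genes it calls, the members of the marker lists, and the 5 DEGs with the largest rise and the 5 with the largest fall among those with a mean count of at least 50 over the 6 pools and no overlap between the groups. A gene outside this rule comes from a term of the paper's table, from a gene family or from a list added later, or is marked as chosen after its values were seen. The module lists and the trait values are the paper's supplementary tables. Terms of genes came from the paper's table of DEGs, of which the copy used here holds 698 genes with some cells shortened. Marker lists were written for secreted proteins of hepatocytes, hepatocyte enzymes outside lipid transport, hepatocyte transcription factors and transporters, small intestine, kidney tubule, choroid plexus, meninges, cortical glutamatergic neurons, striatal neurons, lateral septum neurons, blood cells, nuclear-retained long noncoding RNAs, transcripts with detained introns, immediate early genes, oligodendrocytes, brain endothelium and Y-linked genes, and the apolipoprotein and cytochrome P450 families were taken by symbol. Male-biased and female-biased liver genes and mitochondrially encoded genes were added after results had been seen. Lists were tested as sets with camera, at a correlation of 0.01 between genes and with the correlation estimated, and with fry, from limma 3.58.1. Gene positions, types and lengths came from GENCODE for GRCm38, which matched 17071 of the 17255 tested genes, and GC content was known for 92.7%.

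These alternatives were set before the data were examined: DESeq2 1.42.0 with its own size factors; edgeR with RLE or upper-quartile normalization; no count filter, or a mean of at least 50 counts; the replicate number as a block; limma on log2(FPKM + 1) or log2(FPKM + 0.1) with a mean FPKM of at least 0.1, or without that filter; unadjusted p as the threshold, with DESeq2 or edgeR; no limit on the fold change; and leaving out each pool in turn. The correlations of MEbrown were repeated with a pseudocount of 0.1, with log2 CPM at a prior count of 2 and with the mean of the standardized genes. Library offsets for gene length and for GC content, from a lowess curve with a span of 0.3, and a choroid plexus score as a covariate were added after seeing the data. The 6 pools were also split in all 10 ways into groups of 3. Results of some single genes are not reported here. The WGCNA modules were not rebuilt, and the functional ultrasound, body composition, serum and qRT-PCR data of the paper were not used here beyond the trait values per pool.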

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

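Of the tests below, those on the enzymes outside MEblue, male and female liver, length and GC content, scaling, intestine, kidney and blood as the source of the whole pattern, a varying source, induction, nuclear RNA and genomic DNA, and the splits of the pools for single lists, were chosen only after the results were seen.

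Genes of hepatocyte enzymes with no part in lipid transport, which the paper does not discuss as a group, were higher in the olanzapine pools. Of 30 listed, 23 could be tested, 22 were higher, and the median log2 fold change was 2.57, also with genes at the floor set to their bound. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 12 were called higher and 0 lower, and 19 had no overlap between the groups, against 10% by chance. Of all tested genes 24.3% had no overlap in these pools, so 10% is a low baseline for this list and the others. The set tests gave adjusted p values of 4.86e-41 (camera) and 0.00121 (fry), and camera with an estimated correlation gave p = 0.00518. Of the 30 genes, 7 are members of MEblue. With any single pool left out the median stayed between 2.52 and 2.94, and of the 10 splits of the 6 pools 1 gave a median as large, the real one. With 3 pools against 3, that share cannot be lower than 0.1, so the splits alone decide nothing for any list here. Hnf4a, a transcription factor of hepatocytes, had 101 counts summed over the olanzapine pools and 1 count in each control pool.

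Several technical explanations of the hepatocyte genes were tested. Gene length or GC content does not account for them, since 24 of the 24 called secreted genes stayed called under both offsets, and neither does library scaling, under which the smallest median of the enzymes was 2.57. The tables also argue against intestine RNA, kidney RNA or blood as the source of the whole pattern, since each would bring its own abundant transcripts. The largest rise between any control and any olanzapine pool in the summed normalized counts was 59.0 for the intestine list, 281 for the kidney list and 489 for the blood cell genes, against a smallest rise of 12796 for the secreted hepatocyte genes. Kap, Umod and Miox of kidney and Alpi, Cdx1, Cdx2, Lypd8, Guca2a, Tff3 and Defa24 of intestine had 0 counts in all 6 pools, and Hbb-bs of blood had a log2 fold change of 0.11 and Hba-a1 of -0.30. A small amount of intestine or kidney RNA, or of blood left in the tissue, stays open. The larger median of the intestine and kidney lists was -0.20 and that of the blood cell genes 0.0966, but they rest on 3, 5 and 6 tested genes that go both ways and decide nothing. Of the intestine genes too low to test, Fabp2 had 3, 5 and 6 counts and Krt20 had 9, 0 and 4 in the olanzapine pools, and both had 0 in the control pools. Liver RNA in the libraries, by carry-over of tissue or between libraries, is a candidate explanation. The 16 tested enzymes outside MEblue, which the study did not pick from these pools, had a median log2 fold change of 2.19, with 15 of the 16 higher and 12 without overlap, against 10% by chance. They are part of the pattern itself, so they do not single out this explanation. Of 59 tested hepatocyte genes, 48 had their highest olanzapine value in olanzapine replicate 2, with 7 and 4 in replicates 1 and 3, as a single source in varying amounts would give, but a stronger response in that pool would give it too. Induction of a hepatocyte programme in the septum by olanzapine, with the 101 counts of Hnf4a, cannot be told apart from liver RNA, which brings the transcription factor too, and no library of liver was used here. It stays open as the biological explanation.

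Y-linked genes had 8 counts in the olanzapine pools, 3, 2 and 3 per pool, and 0 in the control pools (exact binomial test, p = 0.00345), although the mice of the study are female. The 4 genes are Ddx3y, Uty, Eif2s3y and Kdm5d, the last with no count in any pool. The male-biased liver genes had 91 counts in the olanzapine pools and 16 in the control pools, a ratio of 5.69 (exact binomial test, p = 1.28e-14). These tests take reads as independent and do not include the spread between mice. Any source of liver RNA, or an induction, can raise the male-biased genes, so the ratio of 5.69 says nothing about the sex of the source. Liver RNA from male animals cannot be told apart from liver RNA from the female animals of the study: the 13 female-biased genes with a control mean under 10 had 2 counts in the olanzapine pools and 14 in the control pools, and genes so near the floor decide nothing. Where the few Y-linked reads come from stays open.

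Long noncoding RNAs listed as retained in the nucleus were higher in the olanzapine pools. Their place in the cell was not measured here, so some listed RNAs may leave the nucleus. The median log2 fold change was 0.78 over 17 genes. Of these, 14 were higher, 12 of them without overlap, against 10% by chance, 1 was lower without overlap, and 7 were called. The 17 genes did not move alike. Their log2 fold changes ranged from -0.24 to 1.87, with 1.32 in Malat1 and 0.07 in Xist. Transcripts with detained introns had a median of 0.50 over 18 genes, all 18 higher without overlap, and 1 was called. Without the limit on the fold change, 13 of them and 9 of the noncoding RNAs had an adjusted p under 0.05. These values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The set tests gave 5.78e-24 (camera) and 0.00372 (fry) for the noncoding RNAs and 4.49e-30 and 0.00118 for the detained introns, and camera with an estimated correlation gave p = 0.00996 and 0.00703. MEblue holds 6 and 2 of these genes. With any single pool left out the medians stayed between 0.69 and 0.93, and between 0.47 and 0.55. Of the 10 splits, 1 gave a median as large for each list, the real one. Genomic DNA is argued against: the excess of these genes per kilobase was 605 times that of the receptor genes silent in brain. Length or GC content is argued against too, since 21 of 22 genes kept an adjusted p under 0.05 under the offsets. A larger share of nuclear RNA in the olanzapine libraries may be a source of the difference, with a median of -0.21 for the 13 mitochondrially encoded genes (fry adjusted p = 0.163) and of 0.14 for 1963 noncoding RNAs. It cannot be told apart from a change of transcription or splicing under olanzapine, since no fractionated library is held.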

How the results depend on the processing

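No tests in this part were chosen after the results were seen, apart from the offsets for gene length and GC content and the choroid plexus covariate. Medians and fold changes are on the log2 scale, and the cause was not tested unless the change itself shows it.

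The count of 164 higher and 10 lower DEGs was within 1.5 times under RLE and upper-quartile normalization, without a count filter, at a mean of at least 50 counts, with limma on log2(FPKM + 0.1), under both offsets and with the covariate. All 164 higher genes were called with DESeq2, RLE and upper-quartile normalization too. With DESeq2, 267 were higher and 37 lower, and 2 MEbrown genes were called. With DESeq2 and unadjusted p, 583 were higher and 142 lower, with 6 MEbrown and 21 P450 genes. With edgeR and unadjusted p, 425 were higher and 89 lower, with 9 MEbrown genes and 1 MEbrown target. At any fold change, 316 were higher and 85 lower. These looser thresholds call more by construction.

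With limma on log2(FPKM + 1), 65 genes were higher and 0 lower, with 7 apolipoprotein and 1 P450 gene called, and the median of the hepatocyte transcription factors and transporters fell to 0.20. Without its filter, 60 were higher and 0 lower, with 4 apolipoprotein and 1 P450 gene, and the kidney median turned to 0.00184. A pseudocount of 1 shrinks changes at low FPKM. At unadjusted p and any fold change these fits gave 1128 and 1287 lower genes, against 1449 in the main fit. At a mean of at least 50 counts, 7 apolipoprotein and 1 P450 gene were called, the P450 median was 0.0186 and that of the transcription factors 0.39, since fewer genes were tested. The kidney median turned to 0.0250 with DESeq2 and 0.0251 without a count filter, and the choroid plexus median of -0.67 passed the threshold of its test without a filter. With the choroid plexus score as a covariate that median was 0.10, which the covariate itself produces. Apoe turned to 0.00329 with limma on log2(FPKM + 1), with and without the filter, and on log2(FPKM + 0.1).

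The replicate numbers do not pair the pools: the correlations of pools with the same number were -0.0026, 0.0616 and -0.255 after removal of the group means. With the replicate block, 86 genes were higher and 0 lower, with 7 apolipoprotein and 4 P450 genes. At unadjusted p and any fold change, 1453 genes were lower with the block, against 1449 in the main fit. The striatal median of 0.27 passed its threshold with the block, and Slc17a7 turned to -0.11.

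Across the 6 fits that each left out 1 pool, the higher DEGs ranged from 85 (without control replicate 2 or olanzapine replicate 3) to 158 (without olanzapine replicate 1). The lower ones ranged from 0 (without control replicate 1 or 2) to 18 (without olanzapine replicate 1). Without control replicate 1 or 2, 1119 and 946 genes were lower at unadjusted p and any fold change, against 1449 in the main fit. The MEblue targets ranged from 4 (without olanzapine replicate 3) to 7, the apolipoprotein genes from 6 (without control replicate 1 or 2 or olanzapine replicate 3) to 11, and the P450 genes from 4 (without control replicate 3 or olanzapine replicate 2 or 3) to 10. The medians ranged from -0.27 to 0.0621 for kidney (above 0 without olanzapine replicate 3), -2.28 (without olanzapine replicate 2) to 0.51 (without control replicate 3) for choroid plexus, -0.44 (without olanzapine replicate 1) to 0.0257 (without control replicate 3; 0.0162 without olanzapine replicate 3) for meninges, -0.26 (without olanzapine replicate 1) to 1.08 for cortical neurons, 0.12 (without control replicate 1) to 0.53 (without control replicate 2) for striatal neurons, -0.24 (without olanzapine replicate 1) to 0.16 for blood cells (-0.0467 without control replicate 3), 0.13 (without olanzapine replicate 1) to 0.61 for immediate early genes and -0.0657 (without olanzapine replicate 3) to 0.0939 for oligodendrocytes. Lists not past the threshold of camera with all pools passed it without control replicate 1 (choroid plexus, meninges), control replicate 2 (striatal neurons), olanzapine replicate 1 (meninges, cortical and striatal neurons), olanzapine replicate 2 (choroid plexus, cortical neurons) or olanzapine replicate 3 (cortical neurons, oligodendrocytes), and immediate early genes lost it without olanzapine replicate 1. The correlation of the MEbrown eigengene ranged from -0.625 to 0.974 for TC and from -0.677 to 0.908 for lean mass, lowest without olanzapine replicate 1.

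Some named genes reversed in these fits. With the lowest value in each case without olanzapine replicate 1, Adra1d ranged from -0.95 to 2.03, Bdnf from -0.44 to 1.43, Cck from -0.27 to 2.11, Cckbr from -0.26 to 1.5001, Dkkl1 from -0.48 to 4.37, Smim43 from -1.06 to 3.76 and Slc17a7 from -1.38 to 3.04. Apoe ranged from -0.0726 to 0.0780 (above 0 without olanzapine replicate 1 or, at 0.06005, control replicate 3), and Apod from -0.0289 (without olanzapine replicate 3) to 0.17. Over all 1024 results of 58 named genes under an alternative, 876 kept their direction and their side of the threshold, 129 were weaker, 5 stronger and 14 reversed.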

Differences from the paper's values

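No test in this part was chosen after the results were seen.

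The paper reports 735 DEGs, 593 of them higher and 142 lower, and the counts gave 174, 164 and 10. The paper's text defines these DEGs by a Q-value, while its Figure 3 legend gives the same numbers with a p value in its place, so the gap compares different thresholds if the legend applies. Of the alternatives set before the data were examined, DESeq2 with an unadjusted p under 0.05 gave 725, 583 and 142, which closes all 3 gaps. EdgeR with an unadjusted p gave 514 in total and 425 higher, within 1.5 times of the paper's values, but 89 lower. None of the others closed a gap: DESeq2 with an adjusted p gave 304, 267 and 37, an adjusted p at any fold change gave 316 higher and 85 lower, and the other normalizations, filters, FPKM fits, the replicate block and the fits that left out 1 pool gave at most 171 higher and 18 lower. The copy of the paper's table holds 698 of the 735 genes, and 278 of these have a Q-value under 0.05 in that table. Its largest p is 0.0499 and its largest Q-value 0.331.

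The paper counts 9 higher genes in MEbrown, and the counts gave 0, with 11 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, edgeR with an unadjusted p gave 9 and DESeq2 with an unadjusted p gave 6, which close the gap. DESeq2 with an adjusted p gave 2, Krt12 and Catsperz, and the others gave 0.

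The paper names Crp, Apom and Soat2 among the higher genes. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, Crp had an adjusted p of 0.0632 and Apom of 0.0602, and DESeq2 called both, with 0.00612 and 0.0160. Soat2 did not pass the count filter, and DESeq2 gave it an unadjusted p of 0.0457. Of the genes labelled in Fig. 3A that did not pass the filter, DESeq2 called Gm40872 (adjusted p = 0.00963), Gm39524 (0.00725), Nxnl2 (0.0386) and LOC115489545 (0.0214).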

Other observations

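Of the tests below, those on choroid plexus and gene length and the splits of the pools, except for the split of all DEGs, were chosen only after the results were seen.

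Of the 10 splits of the 6 pools into groups of 3, 1 gave as many DEGs in total, as many higher and as many lower DEGs, and as many MEblue, apolipoprotein, P450 and MEblue target genes, each time the real split. The other 9 splits gave 0 DEGs. For MEbrown and for its targets, where 0 were called, 10 of 10 splits gave as many. As this share cannot be lower than 0.1, the count of splits alone decides nothing.

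The other lists of hepatocyte genes moved like the enzymes. The secreted proteins had a median log2 fold change of 3.93, or 3.80 with genes at the floor set to their bound, over 29 of 30 genes, with 24 called and a range from 3.64 to 4.00 when 1 pool was left out (camera adjusted p = 1.16e-150, fry 0.000716). MEblue holds 23 of the 30. The transcription factors and transporters had a median of 1.47 over 7 of 18 genes, with 2 called (camera 9.03e-06, fry 0.00318), and 2.91 without control replicate 2. For the secreted proteins, the transcription factors and transporters, the apolipoproteins and the P450 genes, 1 of the 10 splits gave a median as large. The camera result also holds with an estimated correlation in these lists, at p = 0.000665, 0.0176, 0.00215 and 0.00199.

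Cortical glutamatergic markers had a median log2 fold change of 0.83 over 20 genes, with 0 called and the sum highest in olanzapine replicate 1. MEbrown holds 11 of the 20. Of the 9 outside MEbrown, 6 were highest in olanzapine replicate 1 (exact binomial test, p = 0.00114). The test takes the markers as independent and every pool as equally likely to be highest. Markers measured in the same pools need not be independent. How often other genes were highest in olanzapine replicate 1 was not counted, so this p alone decides nothing. Slc17a7 had 24973 counts in that pool and at most 2171 in the other 5. Cortical tissue in olanzapine replicate 1 is a candidate explanation for the MEbrown pattern, from these 6 of 9 markers. Without that pool the median was -0.26, which any cause confined to it would give. An effect of olanzapine in the mice of that pool alone stays open and was not tested. Of the 10 splits, 3 gave a median as large.

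Choroid plexus markers had a median of -0.67 over 16 genes, with 0 called. All 16 were highest in control replicate 3, and the order of the 6 pools was nearly the same for all of them, with Kendall's W of 0.983. Ttr ranged from 808 to 269659 counts. Choroid plexus tissue carried over in differing amounts may explain this, as the values differ within both groups. The median was -2.28 without olanzapine replicate 2 and 0.51 without control replicate 3, and 6 of the 10 splits gave 1 as large. No biological explanation was tested.

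In the remaining lists, fry gave no adjusted p under 0.05. The median log2 fold changes and the number of the 10 splits with a median as large were -0.22 and 5 for small intestine (3 genes tested; -0.74 without olanzapine replicate 1), -0.20 and 6 for kidney tubule, -0.18 and 8 for meninges, 0.29 and 4 for striatal neurons, 0.10 and 7 for blood cells, 0.47 and 2 for immediate early genes, 0.04 and 8 for oligodendrocytes, -0.38 and 1 for lateral septum neurons, and -0.39 and 3 for brain endothelium (-0.68 without olanzapine replicate 1 and -0.22 without olanzapine replicate 3). Camera gave an adjusted p of 1.58e-05 for lateral septum neurons, 7.81e-05 for immediate early genes, 0.000553 for endothelium and 0.0366 for the mitochondrially encoded genes. None of these held under fry, with 0.122, 0.298, 0.260 and 0.163, or with an estimated correlation. Of the 20 tested genes of lateral septum neurons, 3 were higher, and 7 had all olanzapine pools below the control pools and 0 above, where chance gives a separation for 10%. For striatal neurons the adjusted p of camera was 0.114 and ranged from 3.91e-11 without olanzapine replicate 1 (median 0.52) and 0.000309 without control replicate 2 (0.53) to 0.822 without olanzapine replicate 2 (0.12).

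Long genes were slightly lower and short genes slightly higher in the olanzapine pools. Over 4 classes of genes from the shortest to the longest, the medians were 0.06, 0.02, -0.03 and -0.05. Of the 10 splits of the pools, 4 gave a rank correlation of fold change and gene length as large, so a chance direction stays open.

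Female-biased liver genes summed to 118 counts in the olanzapine pools and 179 in the control pools over 14 genes. Xist had 82842 and 80367 counts.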
